# Tandem inactivation of inositol pyrophosphatases Asp1, Siw14, and Aps1 illuminates functional redundancies in inositol pyrophosphate catabolism in fission yeast

**DOI:** 10.1128/mbio.00389-25

**Published:** 2025-04-16

**Authors:** Beate Schwer, Isabel Prucker, Ana M. Sanchez, Jill Babor, Henning J. Jessen, Stewart Shuman

**Keywords:** *Schizosaccharomyces pombe*, inositol pyrophosphates, pyrophosphatases

## Abstract

Inositol pyrophosphates 5-IP_7_, 1-IP_7_, and 1,5-IP_8_ are eukaryal signaling molecules that influence cell physiology, especially phosphate homeostasis. In fission yeast, 1,5-IP_8_ and 1-IP_7_ impact gene expression by acting as agonists of RNA 3'-processing and transcription termination. 1,5-IP_8_ is synthesized by position-specific kinases Kcs1 and Asp1 that convert IP_6_ to 5-IP_7_ and 5-IP_7_ to 1,5-IP_8_, respectively. Inositol pyrophosphatase enzymes Asp1 (a histidine acid phosphatase), Siw14 (a cysteinyl phosphatase), and Aps1 (a Nudix hydrolase) are agents of inositol pyrophosphate catabolism in fission yeast. Whereas Asp1, Siw14, and Aps1 are individually inessential, double pyrophosphatase mutants *asp1-H397A aps1*∆ and *siw14*∆ *aps1*∆ display severe growth defects caused by overzealous 3'-processing/termination. By applying CE-ESI-MS to profile the inositol pyrophosphate content of fission yeast mutants in which inositol pyrophosphate toxicity is genetically suppressed, we elucidated the functional redundancies of the Asp1, Siw14, and Aps1 pyrophosphatases. Asp1, which exclusively cleaves the 1-β-phosphate, and Aps1, which prefers to cleave the 1-β-phosphate, play essential overlapping roles in guarding against the accumulation of toxic levels of 1-IP_7_. Aps1 and Siw14 together catabolize the inositol-5-pyrophosphates, and their simultaneous inactivation results in overaccumulation of 5-IP_7_. Cells lacking all three pyrophosphatases amass high levels of 1,5-IP_8_ and 1-IP_7_, with concomitant depletion of IP_6_. A genetic screen identified three missense mutations in the catalytic domain of Kcs1 kinase that suppressed inositol-1-pyrophosphate toxicosis. The screen also implicated the 3'-processing factor Swd22, the inositol pyrophosphate sensor Spx1, and the nuclear poly(A)-binding protein Nab2 as mediators of inositol-1-pyrophosphate toxicity.

**IMPORTANCE:**

Inositol pyrophosphates are key effectors of eukaryal cellular phosphate homeostasis. They are synthesized by kinases that add a β-phosphate to the 5- or 1-phosphate groups of IP_6_ and catabolized by three classes of pyrophosphatases that hydrolyze the β-phosphates of 5-IP_7_, 1-IP_7_, or 1,5-IP_8_. Whereas the fission yeast inositol pyrophosphatases—Asp1 (histidine acid phosphatase), Siw14 (cysteinyl phosphatase), and Aps1 (Nudix hydrolase)—are inessential for growth, Asp1/Aps1 and Aps1/Siw14 double mutations and Asp1/Siw14/Aps1 triple mutations elicit severe or lethal growth defects. By profiling the inositol pyrophosphate content of pyrophosphatase mutants in which this toxicity is genetically suppressed, we reveal the functional redundancies of the Asp1, Siw14, and Aps1 pyrophosphatases. Their synergies are manifested as excess accumulation of 1-IP_7_ upon dual inactivation of Asp1 and Aps1 or an excess of 5-IP_7_ in *aps1*∆ *siw14*∆ cells. In the absence of all three pyrophosphatases, cells accrue high levels of 1,5-IP_8_ and 1-IP_7_ while IP_6_ declines.

## INTRODUCTION

Inositol pyrophosphates IP_7_ and IP_8_ are eukaryal signaling molecules that influence cellular phosphate homeostasis (1). The isomers 5-IP_7_ and 1-IP_7_ differ as to whether the pyrophosphate moiety is at the 1 or 5 position of the inositol ring (Fig. 1). 1,5-IP_8_ is pyrophosphorylated at both positions. 1,5-IP_8_ is synthesized by the sequential action of position-specific kinases Kcs1/IP6K, which converts IP_6_ to 5-IP_7_, and Asp1/Vip1/VIH/PPIP5K (in fission yeast, budding yeast, plants, and humans), which converts 5-IP_7_ to 1,5-IP_8_ (1–8) (Fig. 1). Whereas the Asp1 kinase is also capable of converting IP_6_ to 1-IP_7_ *in vitro* (5), as are the Vip1/VIH/PPIP5K kinases (2, 4, 6), it is thought that the predominant route to 1-IP_7_ *in vivo* is via catabolism of 1,5-IP_8_ by inositol pyrophosphatase enzymes (8) (Fig. 1).

**Fig 1:**
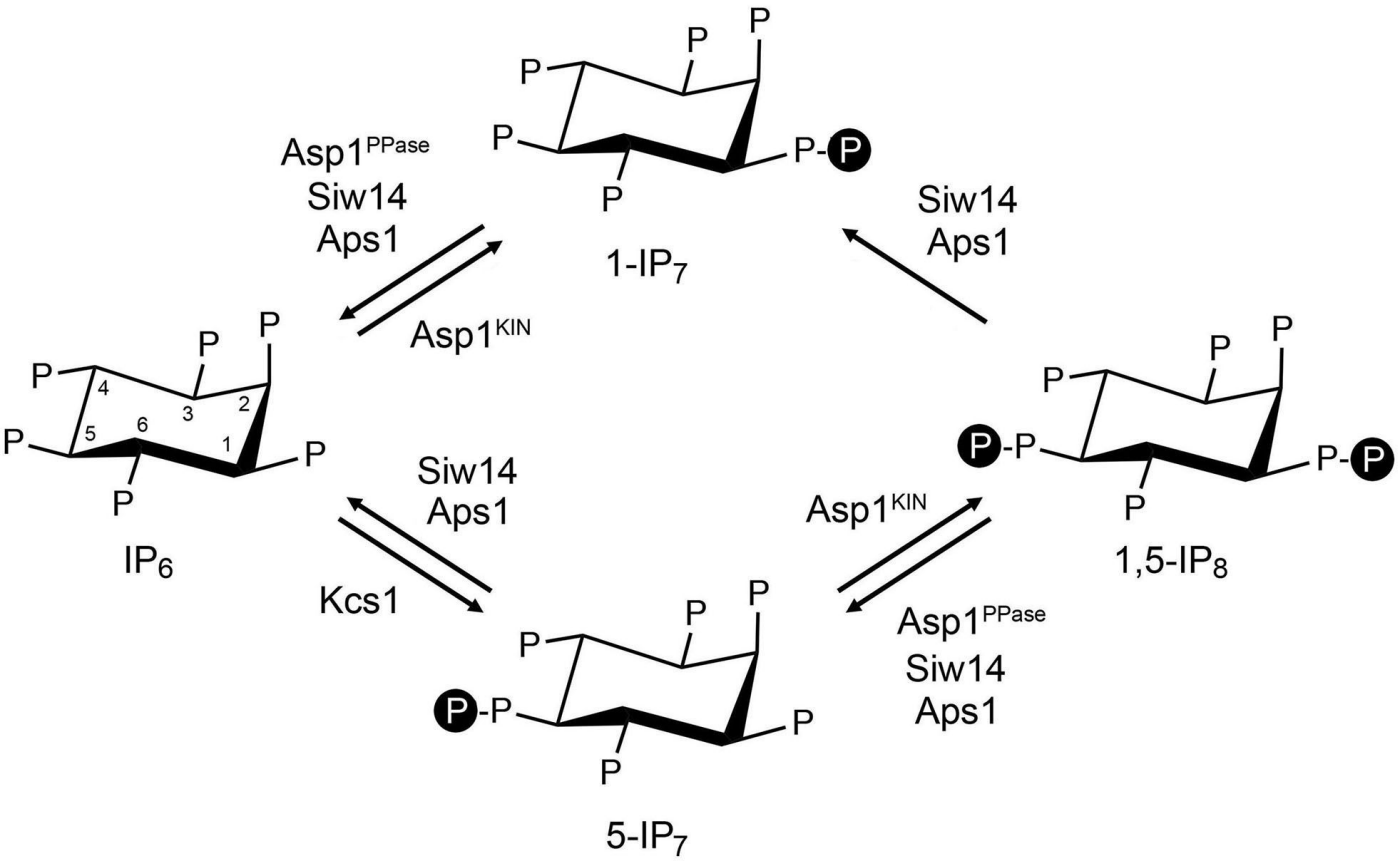
Inositol pyrophosphate metabolism in fission yeast. The chemical structures of IP_6_, 5-IP_7_, 1,5-IP_8_, and 1-IP_7_ are shown, with “P” denoting phosphate. The positions of the myo-inositol ring are indicated for IP_6_. The fission yeast enzymes that add (Kcs1 and Asp1-kinase) or remove (Siw14, Asp1-pyrophosphatase, Aps1) β-phosphate groups are indicated.

Asp1 and its orthologs Vip1/VIH/PPIP5K are bifunctional enzymes composed of an N-terminal domain that synthesizes 1,5-IP_8_ and a C-terminal pyrophosphatase domain, of the histidine acid phosphatase enzyme family, that hydrolyzes 1,5-IP_8_ back to 5-IP_7_ (2–8). The Asp1 pyrophosphatase can also convert 1-IP_7_ to IP_6_ *in vitro* (5), but the physiological relevance of this reaction is unclear. Two other classes of pyrophosphatases—Siw14 (9–12) and Aps1/Ddp1/DIPP (from fission yeast, budding yeast, and humans) (13–21)—are implicated in the catabolism of inositol pyrophosphates. Siw14 belongs to the cysteinyl-phosphatase family of metal-independent phosphohydrolases that catalyze phosphoryl transfer to water via a covalent enzyme-(cysteinyl-S)-phosphate intermediate. Aps1/Ddp1/DIPP belongs to the Nudix family of metal-dependent pyrophosphohydrolases. Fission yeast Siw14 is adept at converting 5-IP_7_, 1-IP_7_, and 1,5-IP_8_ to IP_6_, without significant positional bias as to the β-phosphate hydrolyzed *in vitro* (12) (Fig. 1). Fission yeast Aps1 cleaves the β-phosphate moieties from 5-IP_7_, 1-IP_7_, and 1,5-IP_8_ to yield IP_6_ as an end-product (21). Aps1 displays a twofold preference *in vitro* for hydrolysis of 1-IP_7_ versus 5-IP_7_ (21).

The fission yeast *asp1*^+^, *siw14*^+^, and *aps1*^+^ genes are individually inessential for vegetative growth. The availability of null, kinase-dead, and pyrophosphatase-dead *asp1* mutants has provided insights into the metabolism of inositol pyrophosphates. Monitoring the intracellular pools of IP_6_ and inositol pyrophosphates, initially by metabolic labeling with ^3^H-inositol and ion exchange chromatography (3, 4), or more recently via sensitive capillary electrophoresis electrospray ionization mass spectrometry (CE-ESI-MS) methods (21), has affirmed that (i) inactivation of the Asp1 kinase completely erases the pool of 1,5-IP_8_ and 1-IP_7_ and elicits a compensatory increase (by ~6-fold) in the level of 5-IP_7_; (ii) inactivation of the Asp1 pyrophosphatase results in a modest (~2-fold) increase in the levels of 1,5-IP_8_ and 1-IP_7_, without affecting the level of 5-IP_7_, consistent with its known specificity for hydrolysis of the 1-β-phosphate. Analysis of null mutants of *siw14* and *aps1* revealed that (i) *siw14*∆ elicits a slight increase in the levels of 1,5-IP_8_ (by 70%) and 5-IP_7_ (by 60%) without affecting 1-IP_7_; and (ii) *aps1*∆ cells have modestly increased levels of 1-IP_7_ (twofold), 5-IP_7_ (70%), and 1,5-IP_8_ (50%) (21). The relatively small impact of ablating the Asp1, Siw14, and Aps1 pyrophosphatase activities on inositol pyrophosphate levels *in vivo* suggests that there might be functional redundancy in their catabolism of fission yeast inositol pyrophosphates.

Indeed, the available genetic analyses underscore that this is the case. Simultaneous inactivation of the Asp1 pyrophosphatase (by active site mutation H397A) and deletion of the Aps1 pyrophosphatase is synthetically lethal (22), i.e., no viable *asp1-H397A aps1*∆ progeny were recovered on YES medium after crossing the respective single mutants. This result was taken to signify that too much 1,5-IP_8_ or 1-IP_7_ is toxic to fission yeast (22). Simultaneous deletion of Aps1 and Siw14 was also found to be synthetically lethal by the same criterion that a *siw14*∆ *aps1*∆ double mutant haploid could not be recovered on the YES medium after crossing the *siw14*∆ and *aps1*∆ single mutants (12). By contrast, an *asp1-H397A siw14*∆ double mutant grew as well as wild-type on YES medium at all temperatures (12).

A more sensitive gauge of the effects of inositol pyrophosphatase mutations on fission yeast physiology is their impact on the expression of the three genes that comprise a phosphate acquisition (*PHO*) regulon (23). The *PHO* genes *pho1* (cell surface acid phosphatase), *pho84* (phosphate transporter), and *tgp1* (glycerophosphodiester transporter) are repressed under phosphate-replete conditions by upstream lncRNA-mediated transcriptional interference (24) and derepressed during phosphate starvation when synthesis of the interfering lncRNAs is turned off (25). *PHO* lncRNA 3'-processing and termination is a key control point in *PHO* mRNA repression; i.e., transcriptional interference can be tuned by increasing or decreasing the frequency with which Pol2 terminates lncRNA transcription prior to encounter with the mRNA promoter (24). Genetic maneuvers that enhance precocious termination of lncRNA transcription result in derepression of *PHO* mRNA expression in phosphate-replete cells, and those that reduce the probability of lncRNA termination prior to the mRNA promoter result in hyper-repression of the flanking *PHO* mRNAs relative to their basal levels (24). Because inactivating mutations of the Asp1 pyrophosphatase or deletion of the Aps1 pyrophosphatase derepress the *PHO* genes under phosphate-replete conditions and because active site mutation of the Asp1 kinase hyper-represses *pho1*, it was surmised that 1,5-IP_8_ (or 1-IP_7_) acts as an agonist of precocious *PHO* lncRNA transcription termination (22, 24).

An allelic series of Asp1 pyrophosphatase mutants—the *asp1-STF* alleles—was found to result in a severe growth defect on YES medium that results from overexpression of the *tgp1* gene and the deleterious import of glycerophosphocholine (GPC) present in the yeast extract component of the growth medium (26, 27). The *asp1-STF* strains grew on ePMGT, an enriched synthetic medium lacking GPC (27). Screening for spontaneous suppressors of the *asp1-STF* growth defect on YES identified a *tgp1*-inactivating mutation and a series of loss-of-function and hypomorphic mutations in the fission yeast 3'-processing/termination machinery, thereby fortifying the hypothesis that inositol pyrophosphate toxicosis in these strains is a consequence of precocious termination impacting Tgp1 expression (27). The synthetic lethality of *siw14*∆ *aps1*∆ could also be suppressed by *tgp1*∆ (21) and by a variety of mutations in the 3'-processing/termination machinery (12).

By contrast, the deleterious effects of combining *asp1-H397A* and *aps1*∆ could not be overcome by *tgp1*∆, which suggested that inositol pyrophosphate levels in this double-pyrophosphatase mutant exceeded a threshold beyond which overzealous 3'-processing/termination affecting genes other than *tgp1* resulted in toxicity (21). Consistent with this idea, we found that *aps1*∆ *asp1-H397A* toxicity was partially suppressed by the *ssu72-C13S* allele encoding a catalytically inactive version of the Ssu72 CTD phosphatase subunit of the Cleavage and Polyadenylation Factor (CPF) complex (22). *aps1*∆ *asp1-H397A* toxicity was suppressed fully by deletion of Spx1, a fission yeast protein composed of an inositol pyrophosphate-sensing SPX domain and a RING-finger E3 ubiquitin ligase domain (28).

The new availability of fission yeast strains in which inositol pyrophosphatases are inactivated in tandem (and that grow well by virtue of acquiring extragenic suppressors not directly involved in inositol pyrophosphate metabolism) sets the stage for the present study of inositol pyrophosphate metabolism and toxicosis, in which we demonstrate by CE-ESI-MS the synergistic impact of toxic pyrophosphatase mutations on the intracellular levels of inositol pyrophosphates and IP_6_. We find that the Asp1 and Aps1 pyrophosphatases collaborate to catabolize the inositol-1-pyrophosphates, such that their simultaneous inactivation in a *tgp1*∆ or *ssu72-C13S* background leads to huge overaccumulation of 1-IP_7_ and a partial depletion of 5-IP_7_ and IP_6_. By contrast, the Aps1 and Siw14 pyrophosphatases together catabolize the inositol-5-pyrophosphates, and their simultaneous inactivation in a suppressor background results in overaccumulation of 5-IP_7_.

To expand our knowledge of the agents and targets of inositol pyrophosphate toxicosis, we conducted a genetic screen for suppression of the severe growth defect of the *asp1-H397A aps1*∆ *tgp1*∆ strain. Analysis of eight independent *Hat* (*asp1-H397A aps1*∆ *tgp1*∆) suppressors revealed four distinct means of circumventing 1,5-IP_8_/1-IP_7_ toxicity, via (i) a missense mutation of the Swd22 subunit of CPF; (ii) missense or frameshift mutation of Spx1; (iii) novel missense mutations of the essential Kcs1 kinase that converts IP_6_ to 5-IP_7_; and (iv) inactivation of the nuclear poly(A) binding protein Nab2.

## RESULTS

### Effects of tandem Aps1 Asp1 and Siw14 Aps1 pyrophosphatase mutations on cellular inositol pyrophosphate levels

The advent of sensitive capillary electrophoresis electrospray ionization mass spectrometry (CE-ESI-MS) methods to profile the pool of cellular IP_6_, 5-IP_7_, 1-IP_7_, and 1,5-IP_8_ (29–31) enables us to gauge how mutations of enzymes that catabolize these molecules affect inositol pyrophosphate dynamics *in vivo*. Whole-cell perchloric acid extracts from 10 *A*_600_ units of wild-type and mutant fission yeast cells growing logarithmically in ePMGT medium at 30°C were adsorbed to titanium dioxide beads to enrich for inositol polyphosphates (32), which were eluted with 3% ammonium hydroxide. CE-ESI-MS was performed as described (29) on three biological replicates (independent cultures) of each fission yeast strain. The amounts (in pmol) of IP_6_, 5-IP_7_, 1-IP_7_, and 1,5-IP_8_ in each sample were determined and are plotted in Fig. 2 as the average of three biological replicates ±SEM. As described below, the analysis reveals that the tandem *asp1-H397A aps1*∆ and *siw14*∆ *aps1*∆ mutations elicit radically different effects on inositol pyrophosphate levels.

**Fig 2:**
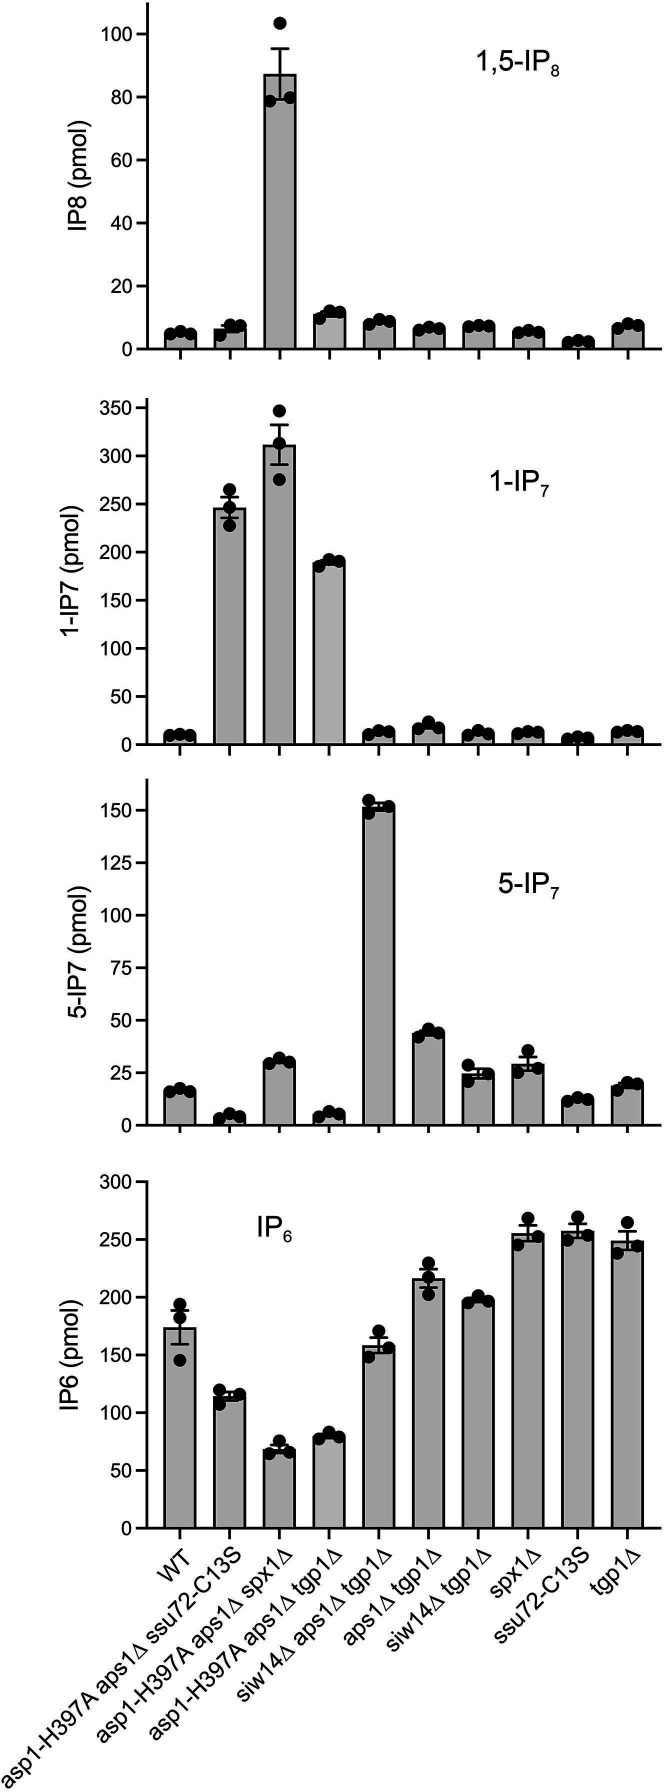
Mutational effects on inositol pyrophosphate levels as gauged by CE-ESI-MS. The amounts (pmol) of 1,5-IP_8_, 5-IP_7_, 1-IP_7_, and IP_6_ in equal volumes of extracts of the indicated fission yeast strains (from 10 *A*_600_ units of cells) are plotted. The bar heights depict the mean of three individual biological replicates (denoted by dots) ±SEM.

To characterize the impact of the tandem *asp1-H397A aps1*∆ mutations, we profiled three different strains: the “sick” *asp1-H397A aps1*∆ *tgp1*∆ triple mutant, the *asp1-H397A aps1*∆ *spx1*∆ triple mutant that grows as well as wild-type, and the partially suppressed *asp1-H397A aps1*∆ *ssu72-C13S* triple mutant. In all three strain backgrounds, we noted a huge increase in the level of 1-IP_7_ compared to the wild-type control, by 19-fold in *asp1-H397A aps1*∆ *tgp1*∆ cells (*P* value 0.0001), 31-fold in *asp1-H397A aps1*∆ *spx1*∆ cells (*P* value 0.0046), and 24-fold in *asp1-H397A aps1*∆ *ssu72-C13S* cells (*P* value 0.0021) (Fig. 2). The increase in 1-IP_7_ was accompanied by a decrease in the level of IP_6_ compared to the wild-type, by 54% in *asp1-H397A aps1*∆ *tgp1*∆ cells (*P* value 0.022), 60% in *asp1-H397A aps1*∆ *spx1*∆ cells (*P* value 0.015), and 34% in *asp1-H397A aps1*∆ *ssu72-C13S* cells (*P* value 0.047) (Fig. 2). Indeed, 1-IP_7_ was more abundant than IP_6_ in each of these three strains. By contrast, the levels of 5-IP_7_ were either lower than those of the wild-type by 68% in *asp1-H397A aps1*∆ *tgp1*∆ cells (*P* value 0.0004) and by 74% in *asp1-H397A aps1*∆ *ssu72-C13S* cells (*P* value 0.0002) or twofold higher than those of the wild-type in *asp1-H397A aps1*∆ *spx1*∆ cells (*P* value 0.0003) (Fig. 2). (Note that there are no such gross perturbations of IP_7_ levels in *tgp1*∆, *spx1*∆, or *ssu72-C13S* single mutants [Fig. 2].)

These findings underscore the following themes: (i) that the Asp1 pyrophosphatase, which specifically hydrolyzes the 1-β-phosphate, and the Aps1 pyrophosphatase, which has a modest preference for hydrolysis of the 1-β-phosphate, play essential and overlapping roles in protecting fission yeast against the accumulation of toxic levels of 1-IP_7_; (ii) that Siw14, the inositol pyrophosphatase remaining in *asp1-H397A aps1*∆ cells, is presumably responsible for generating the 1-IP_7_ via its removal of the 5-β-phosphate of 1,5-IP_8_ (Fig. 1); and (iii) the depletion of IP_6_ in lockstep with overaccumulation of 1-IP_7_ highlights the catabolism of 1-IP_7_ by Asp1 and Aps1 as a significant factor in IP_6_ homeostasis.

With respect to 1,5-IP_8_, one might have expected, according to the scheme in Fig. 1, that the loss of Asp1 and Aps1 pyrophosphatase activities would lead to an expansion of the IP_8_ pool, by diminishing the conversion of 1,5-IP_8_ back to 5-IP_7_. Yet, we see that the 1,5-IP_8_ level in *asp1-H397A aps1*∆ *tgp1*∆ cells is twofold higher than that of the wild-type (*P* value 0.0088), a modest effect compared to the increase in 1-IP_7_, and is a mere 28% higher than that of the wild-type in *asp1-H397A aps1*∆ *ssu72-C13S* cells (*P* value 0.31) (Fig. 2). We envision that the increase in 1,5-IP_8_ that does occur in the *asp1-H397A aps1*∆ *tgp1*∆ and *asp1-H397A aps1*∆ *ssu72-C13S* mutants is masked by Siw14-mediated conversion of 1,5-IP_8_ to 1-IP_7_. We see quite a different effect in the *asp1-H397A aps1*∆ *spx1*∆ strain, whereby the 1,5-IP_8_ level is 17-fold higher than that of the wild-type (*P* value 0.0094) (Fig. 2). The possible reasons for the different *asp1-H397A aps1*∆ 1,5-IP_8_ profiles in the *spx1*∆ genetic background versus the *tgp1*∆ and *ssu72-C13S* contexts will be discussed.

To gauge the effect of tandem *siw14*∆ *aps1*∆ mutations, we profiled the *siw14*∆ *aps1*∆ *tgp1*∆ strain that grows as well as wild-type at 30°C (21). We noted a ninefold increase in the level of 5-IP_7_ compared to the wild-type control (*P* value < 0.0001) (Fig. 2), to the point that 5-IP_7_ and IP_6_ were nearly equivalent in *siw14*∆ *aps1*∆ *tgp1*∆ cells. Comparison to strains *aps1*∆ *tgp1*∆ (2.7-fold increased 5-IP_7_ versus wild-type; *P* value 0.0003) and *siw14*∆ *tgp1*∆ (49% increase in 5-IP_7_ versus wild-type; *P* value 0.062) (Fig. 2) indicates that combining *aps1*∆ and *siw14*∆ exerts a synergistic effect on overaccumulation of 5-IP_7_. The *siw14*∆ *aps1*∆ *tgp1*∆ mutations had only modest effects on 1-IP_7_ (26% increase versus wild-type; *P* value 0.15) and 1,5-IP_8_ (72% increase; *P* value 0.0048), which were similar to those seen in the *aps1*∆ *tgp1*∆ and/or *siw14*∆ *tgp1*∆ strains (Fig. 2). Simultaneous ablation of Siw14 and Aps1 should, according to the scheme in Fig. 1, leave the 1-β-phosphate-specific Asp1 enzyme as the only remaining inositol pyrophosphatase, thereby interdicting the conversion of 1,5-IP_8_ to 1-IP_7_ and the conversion of 5-IP_7_ to IP_6_. We envision that the latter effect is the main driver of the overaccumulation of 5-IP_7_ in *siw14*∆ *aps1*∆ cells. We would attribute the continued presence of 1-IP_7_ in *siw14*∆ *aps1*∆ cells to the ability of the Asp1 kinase to phosphorylate IP_6_ to 1-IP_7_ (5). [We cannot exclude an alternative scenario in which another inositol pyrophosphatase, as yet unidentified, converts 1,5-IP_8_ to 1-IP_7_].

### Effect of triple Aps1 Asp1 Siw14 pyrophosphatase mutations on cellular inositol pyrophosphate levels

We constructed a fission yeast *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ strain in which all three known inositol pyrophosphatase enzymes were inactivated or deleted, and the ensuing toxicity on YES medium was suppressed by elimination of Spx1, i.e., the *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ mutant grew well on YES agar at all temperatures tested (Fig. 3A).

**Fig 3:**
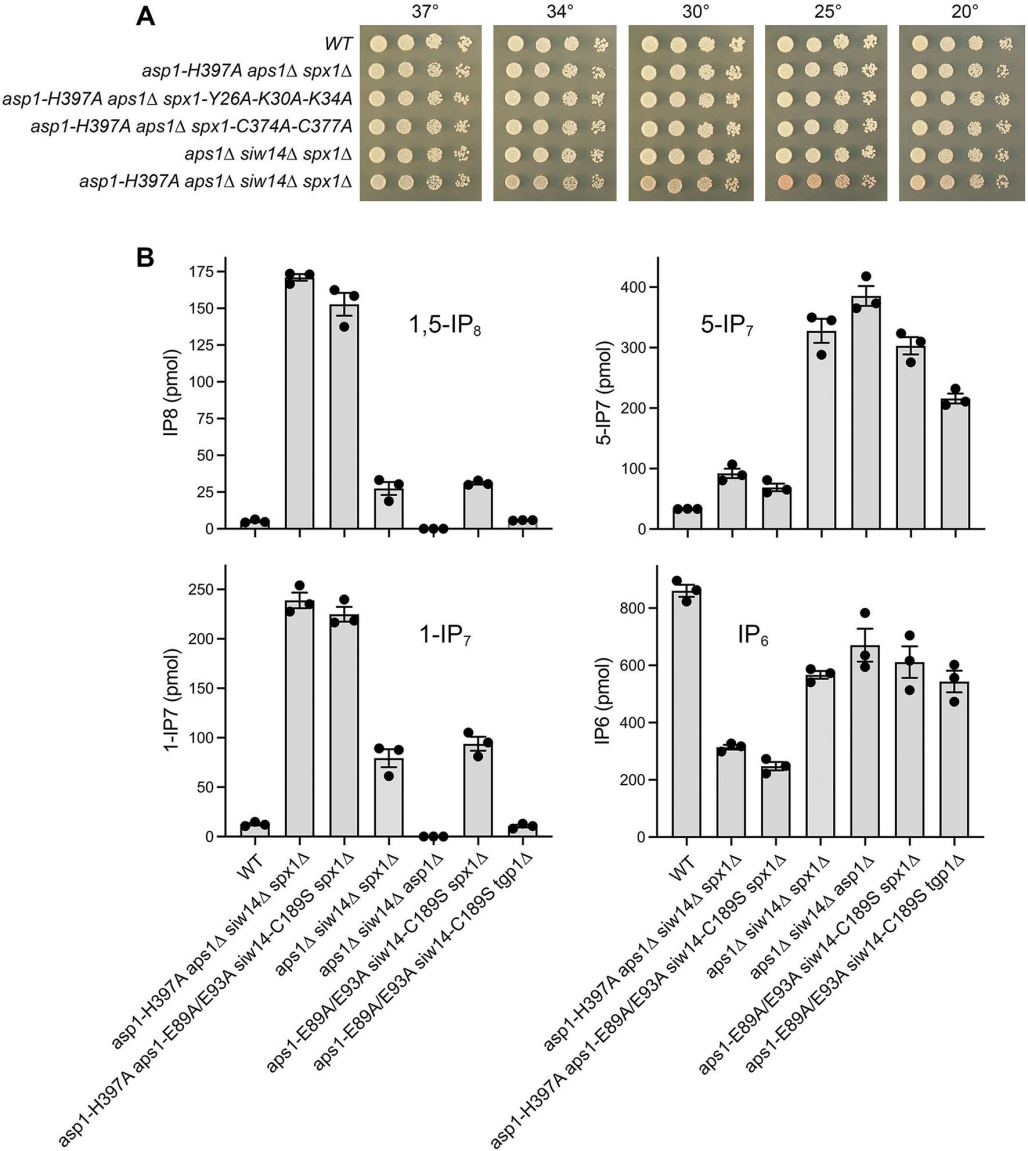
Effect of inactivating all three inositol pyrophosphatases. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot-tested for growth on YES agar at the indicated temperatures. (**B**) The amounts (pmol) of 1,5-IP_8_, 1-IP_7_, 5-IP_7_, and IP_6_ in equal volumes of extracts of the indicated fission yeast are plotted. The bar heights depict the mean of three individual biological replicates (denoted by dots) ±SEM.

The 1,5-IP_8_, 1-IP_7_, 5-IP_7_, and IP_6_ profiles of the *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ mutant were analyzed in parallel with a wild-type control (Fig. 3B). The salient findings were that simultaneous ablation of the three pyrophosphatases elicited prodigious increases in 1,5-IP_8_ (by 33-fold versus wild-type; *P* value < 0.0001) and 1-IP_7_ (by 19-fold; *P* value 0.0009), while reducing IP_6_ by threefold (*P* value 0.0004) (Fig. 3B). By contrast, 5-IP_7_ was increased modestly (by threefold; *P* value 0.017) (Fig. 3B). The magnitudes of the changes in the *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ mutant were very similar to those observed for the *asp1-H397A aps1*∆ *spx1*∆ strain (Fig. 2).

To affirm that the inositol pyrophosphate changes in the *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ mutant were a consequence of the loss of Aps1 and Siw14 catalytic activity rather than the absence of the Aps1 and Siw14 proteins, we constructed an *asp1-H397A aps1-E89A/E93A siw14-C189S spx1*∆ strain that expresses the catalytically defective Aps1-E89A/E93A and Siw14-C189S proteins (12, 21) from the native *aps1* and *siw14* chromosomal loci. The inositol pyrophosphate profile of the *asp1-H397A aps1-E89A/E93A siw14-C189S spx1*∆ mutant echoed that of the *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ strain that lacks the Aps1 and Siw14 proteins (Fig. 3B).

In addition, we queried the potential effects of mutations in the SPX and RING domains of Spx1 on the changes in inositol pyrophosphates, especially the increase in 1,5-IP_8_, elicited by tandem inactivation of the Asp1 and Aps1 pyrophosphatases. We verified that the *asp1-H397A aps1*∆ growth defect is suppressed by a *Y26A-K30A-K34A* mutation in the inositol pyrophosphate binding site of the SPX domain of Spx1 or a *C374A-C377A* mutation in the zinc-binding site of the ubiquitin ligase domain of Spx1, thus phenocopying the suppression by *spx1*∆ (Fig. 3A). The *asp1-H397A aps1*∆ alleles in the context of the Spx1 SPX and RING mutations resulted in 16-fold (*P* value < 0.0001) and 18-fold (*P* value < 0.0001) elevations in 1,5-IP_8_ versus wild-type, respectively, and 29-fold (*P* value 0.0009) and 32-fold (*P* value < 0.0001) elevations in 1-IP_7_, respectively, while reducing IP_6_ by threefold (*P* values 0.0002 and <0.0001, respectively), and having a minimal effect on 5-IP_7_ (*P* values 0.34 and 0.27, respectively) (Fig. 4). The directions and magnitudes of these changes were very similar to those observed for the *asp1-H397A aps1*∆ *spx1*∆ strain (Fig. 2).

**Fig 4:**
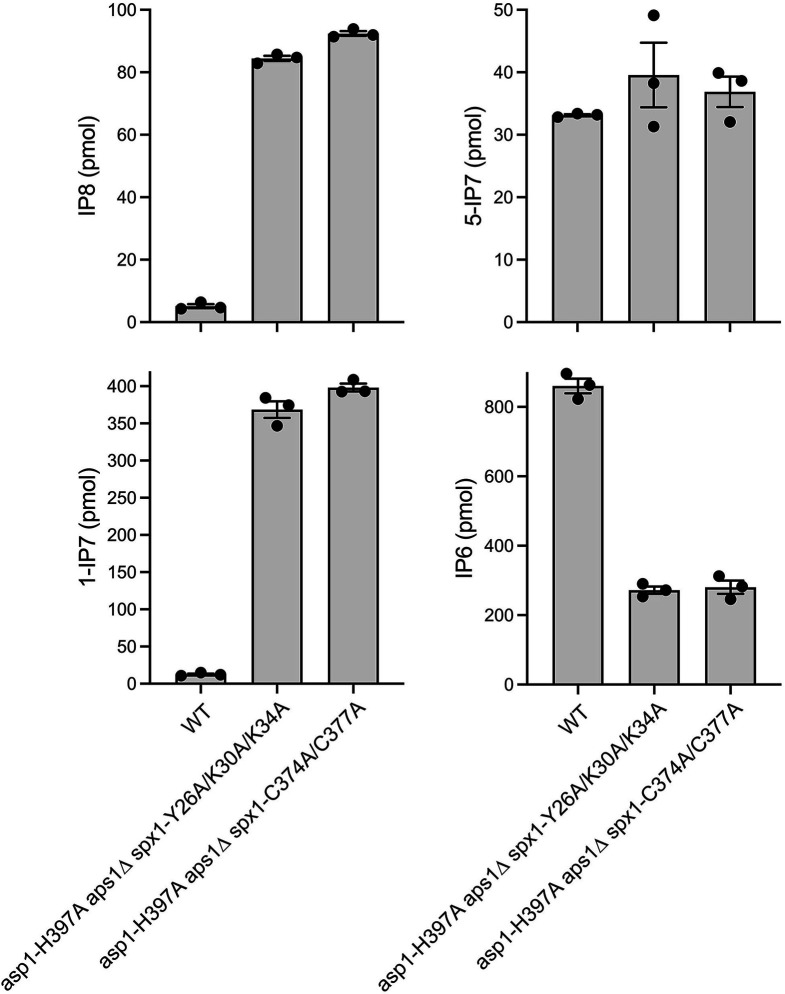
SPX domain and RING domain mutations echo *spx1*∆ with respect to inositol pyrophosphate changes. The amounts (pmol) of 1,5-IP_8_, 5-IP_7_, 1-IP_7_, and IP_6_ in equal volumes of extracts of fission yeast strains—wild-type (WT), *asp1-H397A aps1∆ spx1-Y26A/K30A/K34A*, and *asp1-H397A aps1∆ spx1-C374A/C377A*—are plotted. The bar heights depict the mean of three individual biological replicates (denoted by dots) ± SEM. Note that the inositol pyrophosphate and IP_6_ data reported in Fig. 4 and 3B are from the same experiment; consequently, the wild-type control values are the same in both figures.

### Transcriptome profile of *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells

Transcriptional profiling of *asp1-H397A* and *aps1*∆ cells delineated an inositol pyrophosphate-responsive regulon composed of genes overexpressed when 1,5-IP_8_/1-IP_7_ levels are increased (22). The mRNAs most affected by *asp1-H397A* were four phosphate-regulated genes driven by transcription factor Pho7 (23, 25, 31), these being *tgp1* (up 21-fold), *ecl3* (up sevenfold), *pho1* (up sevenfold), and *pho84* (up fourfold) (22). These same four transcripts were “top hits” for upregulation in *aps1*∆ cells, as was the phosphate/Pho7-regulated *efn1* gene encoding an extracellular 5'-nucleotidase (22, 25, 33, 34), which was upregulated sixfold in the *aps1*∆ strain. Moreover, *pho1*, *pho84*, *efn1*, and *ecl3* were all downregulated (by 20-fold, 14-fold, 7-fold, and 5-fold, respectively) in *asp1-D333A* cells that lack 1,5-IP_8_/1-IP_7_ (22). By contrast, *siw14*∆ had virtually no effect on the fission yeast transcriptome (12).

Because deleting or inactivating Spx1 completely suppresses the growth defect of cells lacking two or all three inositol pyrophosphatase activities, it was of interest to gauge whether *spx1*∆ also suppressed the transcriptional changes associated with loss of Asp1 and Aps1 pyrophosphatase activities. 

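Gene expression was measured in *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells, which lack the 3 inositol pyrophosphatase activities and Spx1, and in wild-type fission yeast. Cultures were grown at 30°C in ePMGT, a phosphate-replete medium, to an *A*_600_ of 0.5 to 0.6, with 3 biological replicate cultures of each strain. In every library the counts of the altered genes followed the genotype. *aps1* had 3083, 3657, and 3152 counts in the wild-type libraries and 307, 311, and 330 in the mutant libraries, and *siw14* had 1925, 2666, and 2542 counts against 107, 106, and 70. *spx1*, which was replaced with *ura4* as the marker, had 4524, 6254, and 6452 counts in wild-type libraries and 2369, 2029, and 1915 in mutant libraries; the gene model can include parts of the transcript outside the deletion, which the sources used here do not settle. *ura4* was at 0 in every wild-type library and at 9631, 8309, and 9154 counts in the mutant libraries, at least 2700-fold higher against a floor of 3 counts per library, which covers counting error only. *asp1*, which carries the H397A change and is not deleted, had a log2 fold change of −0.50 (standard error 0.10); a noncoding gene overlaps it on the other strand. The submitters' labels give the mutant strain as *h-*, under a strain number that is not in Table S2. Table S2 lists this genotype under another strain number, as *h+*.

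The authors prepared directional libraries from poly(A)+ RNA, mapped paired reads of 51 bases with HISAT2 version 2.1.0 to the ASM294v2 genome, and counted reads over annotated exons with HTSeq version 0.10.0; whether the counting used the strand is not given in the sources used here. The deposited counts sum to 16593476, 21436751, and 19863620 in wild-type replicates 1, 2, and 3 and to 22690741, 20305111, and 22393288 in mutant replicates 1, 2, and 3. In units of 1000000 read pairs, the paper's stated depth is 20 to 26.4 per replicate before mapping and counting, and the counts used here come to 16.6 to 22.7. No pair of libraries of one strain was as alike as repeated draws from one library (chi-square per degree of freedom of 5.96 to 66), so each was kept as a replicate. Counts were scaled by TMM and compared with edgeR's quasi-likelihood test over the 5947 genes with enough counts, with Benjamini-Hochberg adjustment. A transcript was called at an adjusted p of at most 0.05, a change of at least 2-fold, and a mean normalized count of at least 100 in the strain where it was higher, after the paper's own cutoffs. The paper used DESeq2 for its test.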

To that end, we performed RNA-seq on poly(A)^+^ RNA isolated from *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells and from wild-type controls. cDNAs obtained from three biological replicates were sequenced for each strain. We thereby detected 13 protein-coding transcripts that were upregulated by 2- to 7-fold in *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells and 71 mRNAs that were downregulated by twofold to 19-fold (Table S1). 

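In the mutant, 7 of 8 transcripts of uracil salvage, 6 of 13 of nitrogen compound catabolism, and 4 of 12 of sexual differentiation were called lower. At an adjusted p of at most 0.05 from edgeR without the other cutoffs, 8 of 8, 10 of 13, and 9 of 12 were lower than in wild-type cells. Only the mutant had counts of the *ura4* marker. For uracil salvage, the effect of this marker and that of the other mutations cannot be told apart. Of 4961 protein-coding genes tested, 15 were called higher and 75 lower by edgeR's quasi-likelihood test. These counts include the deleted genes *aps1*, *siw14*, and *spx1* and the marker *ura4*. Required to exceed a 2-fold change by edgeR's glmTreat test, rather than to be estimated above it, 5 of the 15 were higher and 33 of the 75 lower, with these genes included. Without *aps1*, *siw14*, *spx1*, and *ura4*, an exclusion chosen after seeing the data, 14 transcripts were higher by 2.04- to 6.91-fold and 72 were lower by 2.04- to 19.2-fold; the largest rise was 12.3-fold without wild-type replicate 1.

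The gene lists were fixed before the data were examined but after Table S1 had been read. Those for uracil, nitrogen compounds, mating, hexose transport, stress, flocculins, and genes near chromosome ends are therefore not independent evidence of direction. Their list p-values are not independent support for a change either, because Table S1 comes from the same cultures. The counts below were the same when adjusted over the list alone. Of 8 genes of uracil and pyrimidine salvage, 7 were lower and 1, *fur4*, did not reach a 2-fold change (log2 fold change −0.46). The list had an adjusted p of 5.41e-12 by camera (adjusted p = 0.0435 with an estimated correlation). *urg1*, encoding GTP cyclohydrolase II, went from 157600 ± 26410 normalized counts in wild-type cells to 51930 ± 10910 in the mutant (SD, n = 3 each), a log2 fold change of −1.60 (standard error 0.16, adjusted p = 9.37e-05 from edgeR). *urh1*, a uridine ribohydrolase, had a log2 fold change of −2.15 and *uck2*, listed as a uracil phosphoribosyltransferase, of −1.76. Of 5 genes of pyrimidine synthesis, 0 passed the threshold by edgeR, DESeq2, or limma-voom, and 3 had an unadjusted p under 0.05 by edgeR. That list leaves out *ura4*, the marker of the *spx1* deletion. *ura4* was at 0 normalized counts in wild-type cells and at a mean of 8594 in the mutant, so the strains also differ in uracil synthesis.

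Of 13 genes of amino acid and nitrogen compound catabolism, 6 were lower (camera, adjusted p = 4.54e-11; adjusted p = 0.112 with an estimated correlation). Alanine racemase *alr2* was 10940 ± 3010 in wild-type cells and 569.9 ± 137 in the mutant, a log2 fold change of −4.26 (standard error 0.23, adjusted p = 5.43e-07 from edgeR). Arginase *car1* and agmatinase *agm2* had log2 fold changes of −2.71 and −2.29. Of 14 genes of amino acid and nitrogen compound transport, 5 were lower, among them the amino acid transporters *isp5* (−2.64) and *nrg1* (−2.52). The median log2 fold change of these 14 genes was −0.02. At an adjusted p of at most 0.05 from edgeR without the other cutoffs, 6 were lower and 3 were higher. The transport list as a whole passed with a preset correlation (adjusted p = 0.0221) and not with an estimated correlation (adjusted p = 0.498) or with library totals in place of TMM (adjusted p = 0.117).

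**Figure D1:**
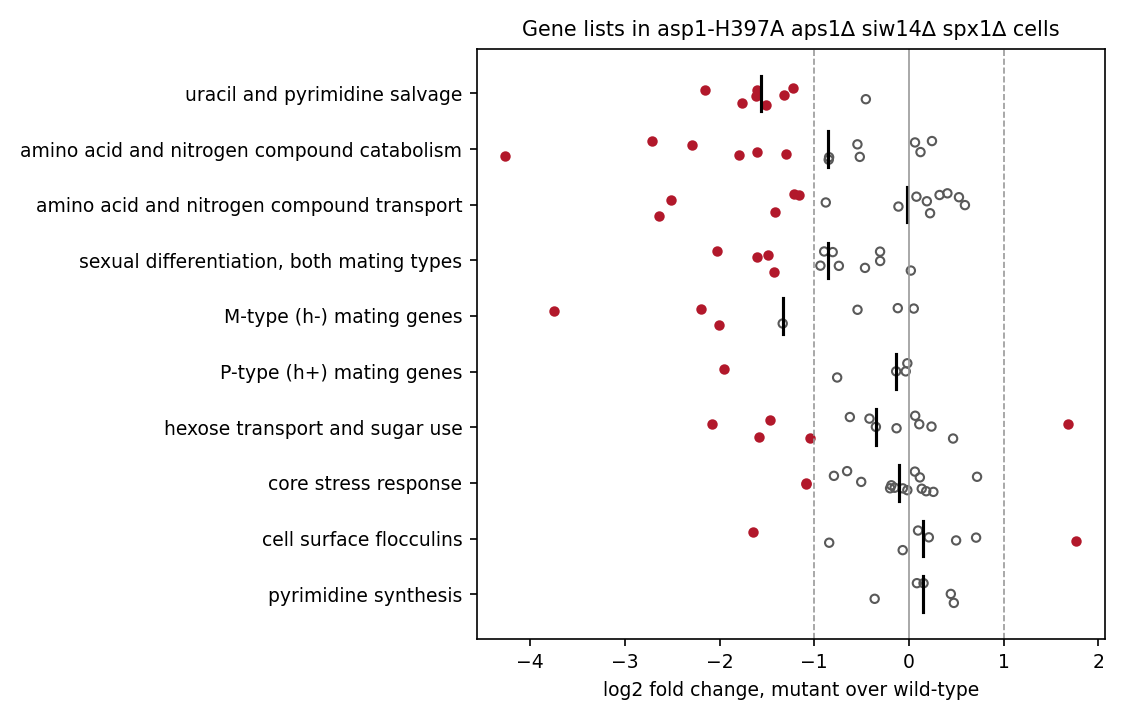
Log2 fold changes, mutant over wild-type, of the members of 10 gene lists (1 point per gene, spread vertically for legibility). Filled points passed the threshold, open points did not, black bars mark each list's median, and dashed lines mark a 2-fold change. *ura4* is in none of the lists shown. The 8 uracil salvage genes sit below 0, with a median of −1.56; *ddr48* and *ish1*, of the core stress list, coincide at −1.09.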

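Of 12 genes of sexual differentiation used by both mating types, 4 were lower (camera, adjusted p = 2.61e-09; adjusted p = 0.0435 with an estimated correlation). *ste11*, a transcription factor of sexual differentiation, had 1412 ± 51.7 normalized counts in wild-type cells and 465.3 ± 97.2 in the mutant (SD, n = 3 each), and *mei2*, an RNA-binding protein of meiosis, had 2344 ± 118.9 and 575.2 ± 144.9. Their log2 fold changes were −1.60 and −2.03. Of 7 M-type genes, 3 were lower, the M-factor precursors *mfm1* (−3.75) and *mfm2* (−2.19) and the P-factor receptor *mam2* (−2.01); the list had an adjusted p of 9.7e-06 with the preset correlation of camera and an adjusted p of 0.112 with an estimated correlation. Of 5 P-type genes, 1 was lower, *map1* (−1.95), and *map2* had a log2 fold change of −0.76 and *map3* of −0.02. That list's adjusted p was 0.0398, and 0.189 with an estimated correlation; it was 0.0571 with library totals and, leaving out 1 library, 0.156 without wild-type replicate 3 and 0.0504 without mutant replicate 1.

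Among 13 genes of hexose transport and sugar use, 4 were lower, the transporters *ght1*, *ght3*, and *ght4* and the glucosidase *gto2*, and 1 was higher, the invertase *inv1* (adjusted p = 0.0221 for the list; adjusted p = 0.498 with an estimated correlation; 0.101 with library totals; 0.0592 by fry; 0.0667 without wild-type replicate 3). *inv1* rose from 195 ± 30.9 to 626.1 ± 402.7 normalized counts, with a log2 fold change of 1.68 (standard error 0.36, adjusted p = 0.0118 from edgeR), and of 1.02 without mutant replicate 1. The call of *gto2* (log2 fold change −1.04) was lost without wild-type replicate 3 (−0.93) or mutant replicate 3 (−0.96). Of 16 core stress genes, 2 were lower, *ddr48* and *ish1* (−1.09 each), and the list did not pass (adjusted p = 0.104), except without wild-type replicate 1 (0.0422), wild-type replicate 2 (0.0141), or mutant replicate 1 (0.0106). The call of *ddr48* was lost without mutant replicate 3 (−0.91), and that of *ish1* without wild-type replicate 3 (−0.93) or mutant replicate 3 (−0.97). Of 8 flocculins, 1 was higher, *pfl3* (1.77), and 1 was lower, *pfl7* (−1.65). The flocculin list had an adjusted p of 0.234 by camera, 0.498 by camera with an estimated correlation, and 0.0107 by fry.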

The salient point is that none of the phosphate-regulated genes that were upregulated in *asp1-H397A* and *aps1*∆ cells were dysregulated in *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells. Thus, deletion of Spx1 blunts the signature effects of increased 1,5-IP_8_/1-IP_7_ on fission yeast gene expression.

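The acid phosphatase gene *pho1* had 26550 ± 2749 normalized counts in wild-type cells and 38100 ± 1828 in *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells (SD, n = 3 each), a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.00773 from edgeR's quasi-likelihood test). The phosphate transporter gene *pho84* went the other way, from 29230 ± 3841 to 18960 ± 934.4, with a log2 fold change of −0.62 (standard error 0.11, adjusted p = 0.00424). The glycerophosphodiester transporter gene *tgp1* had 1169 ± 158.9 and 1396 ± 132.9 normalized counts, and its log2 fold change of 0.26 (standard error 0.13, adjusted p = 0.228) did not pass the test. *ecl3* had 157.5 ± 17.6 and 148.9 ± 37.8, with a log2 fold change of −0.08 (standard error 0.20, adjusted p = 0.853), which turned to 0.01 without wild-type replicate 3 and to 0.05 without mutant replicate 2.

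At the cutoffs of the paper, 0 of these 4 genes changed by edgeR, DESeq2, or limma-voom, while 2 had an unadjusted p under 0.05 by edgeR, which were also the 2 at an adjusted p of at most 0.05 over all genes and over the list alone. The 95% intervals of the log2 fold changes ran from 0.29 to 0.75 for *pho1*, from −0.87 to −0.38 for *pho84*, from −0.02 to 0.53 for *tgp1*, and from −0.52 to 0.37 for *ecl3*, all inside a 2-fold change. The long noncoding RNA gene *prt2* overlaps *pho84* on the same strand in the ASM294v3 annotation, so reads from the overlap cannot be told apart. *pho7*, encoding the transcription factor of these genes, had a log2 fold change of 0.18 (adjusted p = 0.323 from the same test). *efn1* was not analysed here, nor were libraries of *asp1-H397A* or *aps1*∆ cells. Because these genes, overexpressed in *asp1-H397A* and *aps1*∆ cells, were not dysregulated in the mutant without Spx1, the paper concludes that loss of Spx1 blunts the signature effects of increased 1,5-IP_8_/1-IP_7_ on gene expression.

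**Figure D2:**
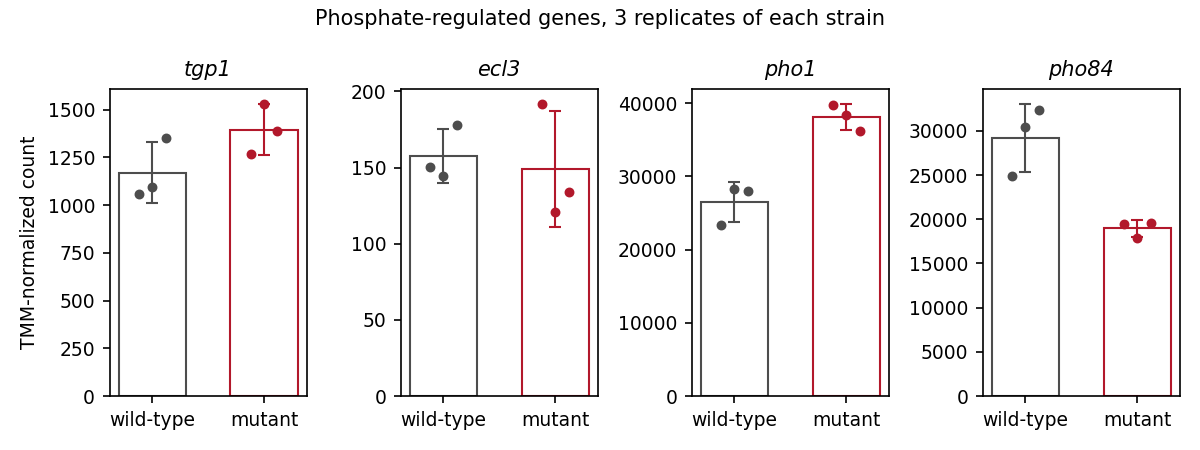
TMM-normalized counts of *tgp1*, *ecl3*, *pho1*, and *pho84* in each library. Points are the 3 replicates of a strain, bars their mean, and error bars the SD; each panel has its own axis from 0. The mutant mean of *pho1* is 38100 against 26550, and that of *pho84* is 18960 against 29230.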

### Effects of inactivating Aps1 and Siw14 in cells lacking Spx1 versus Tgp1

We proceeded to examine the impact of the *aps1*∆ *siw14*∆ double deletion in the context of the *spx1*∆ allele that allows growth on YES medium at all temperatures (Fig. 3A). This analysis was performed in parallel with an *aps1-E89A/E93A siw14-C189S spx1*∆ mutant that expresses phosphatase-defective Aps1 and Siw14 proteins and with an *aps1-E89A/E93A siw14-C189S tgp1*∆ strain. (Note that *tgp1*∆ is a less effective suppressor of *aps1*∆ *siw14*∆ compared to *spx1*∆ insofar as the *aps1*∆ *siw14*∆ *tgp1*∆ strain does not grow on YES medium at 37˚C [21].) The *aps1*∆ *siw14*∆ *spx1*∆ cells evinced a fivefold increase in 1,5-IP_8_ versus wild-type (*P* value 0.035) and a sixfold increase in 1-IP_7_ (*P* value 0.017) (Fig. 3B). The same increases in 1,5-IP_8_ and 1-IP_7_ were observed in the *aps1-E89A/E93A siw14-C189S spx1*∆ strain, but not in the *aps1-E89A/E93A siw14-C189S tgp1*∆ strain (Fig. 3B). By contrast, 5-IP_7_ levels were increased in all three strains that lacked Aps1 and Siw14 pyrophosphatase activities: by 10-fold in *aps1*∆ *siw14*∆ *spx1*∆ cells (*P* value 0.0045), ninefold in *aps1-E89A/E93A siw14-C189S spx1*∆ cells (*P* value 0.0028), and sevenfold in *aps1-E89A/E93A siw14-C189S tgp1*∆ cells (*P* value 0.002) (Fig. 3B).

The findings regarding *aps1-E89A/E93A siw14-C189S tgp1*∆ cells, taken together with those above that *siw14*∆ *aps1*∆ *tgp1*∆ cells have ninefold higher 5-IP_7_ and little or no change in 1,5-IP_8_ and 1-IP_7_ (Fig. 2), raise the question of whether the severe growth defect of *aps1*∆ *siw14*∆ cells on YES medium is caused solely by a putative toxic effect of too much 5-IP_7_. Two observations militate against this scenario. First, we have shown that the synthetic lethality of *aps1*∆ *siw14*∆ depends on the synthesis of 1,5-IP_8_ by the Asp1 kinase, i.e., that an *aps1*∆ *siw14*∆ *asp1-D333A* strain that expresses a kinase-dead Asp1 protein grows as well as a wild-type strain on YES medium at all temperatures (12). Second, we find here that *aps1*∆ *siw14*∆ *asp1*∆ cells have no detectable 1,5-IP_8_ or 1-IP_7_ while manifesting a 12-fold increase in 5-IP_7_ (Fig. 3B). We conclude that elevated 5-IP_7_ does not suffice for the toxicity of *aps1*∆ *siw14*∆, which depends on the presence of 1,5-IP_8_/1-IP_7_.

### Spontaneous suppressors of *asp1-H397A aps1*∆ *tgp1*∆ toxicosis

We reported recently that *asp1-H397A aps1*∆ *tgp1*∆ cells are sick at 20–34°C and fail to form colonies at 37°C (21) (Fig. 5A). This phenotype afforded us an opportunity to identify determinants of 1,5-IP_8_/1-IP_7_ toxicosis that act independently of the Tgp1 overexpression that underlies the growth defect of the *asp1-STF* strains (27). We screened for candidate *Hat* (*asp1-H397A aps1*∆ *tgp1*∆) suppressor mutants by (i) inoculating single colonies of fresh *asp1-H397A aps1*∆ *tgp1*∆ haploid cells in 4 mL of YES liquid medium and incubating for 24 hours at 30°C; (ii) diluting 10 µL aliquots of each culture into 5 mL of fresh YES medium and incubating for 24 hours at 30°C; (iii) repeating the dilution and 24 hour incubation steps; and (iv) streaking aliquots of each culture on YES agar plates and selecting rare single colonies that grew to large size against a background of tiny colonies. One large colony isolate derived from each of the original starting *asp1-H397A aps1*∆ *tgp1*∆ cultures was picked for further analysis. Eight independent *Hat-S* (Hat-Suppressor) strains were grown and re-streaked for single colonies at 30°C, which were homogeneously larger than the parental *asp1-H397A aps1*∆ *tgp1*∆ (*Hat*) strain. Spot testing of serial dilutions of cells for growth on YES agar showed that all eight *Hat-S* isolates grew as well as wild-type at 25°C, 30°C, and 34°C, as gauged by colony size (Fig. 5A). In 7/8 *Hat-S* strains, the inability of *asp1-H397A aps1*∆ *tgp1*∆ cells to form colonies at 37°C was fully reversed, as was the slow-growth defect of *asp1-H397A aps1*∆ *tgp1*∆ cells at 20°C. By contrast, the *Hat-S8* suppressor formed tiny colonies at 37°C and partially restored growth at 20°C (Fig. 5A).

**Fig 5:**
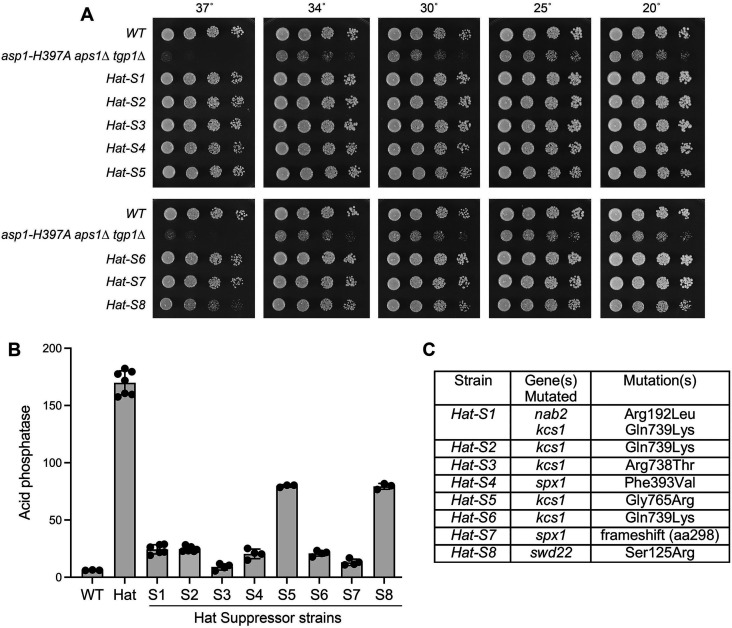
Isolation of spontaneous suppressors of *asp1-H397A aps1*∆ *tgp1*∆ toxicosis. (**A**) Serial fivefold dilutions of fission yeast strains—wild-type (WT), *asp1-H397A aps1*∆ *tgp1*∆ (Hat), and eight independent Hat-suppressor strains (*Hat-S* series)—were spot-tested for growth on YES agar at the indicated temperatures. (**B**) The indicated strains were grown to *A*_600_ of 0.5 to 0.8 in liquid culture in ePMGT medium at 30°C. Cells were then harvested, washed with water, and assayed for Pho1 acid phosphatase activity. (**C**) Whole-genome sequencing of the *Hat-S* strains revealed the indicated mutations.

Assay of the fission yeast strains for cell surface Pho1 acid phosphatase activity during exponential growth at 30°C in phosphate-replete ePMGT medium showed that Pho1 expression was 28-fold higher in *asp1-H397A aps1*∆ *tgp1*∆ (*Hat*) cells vis-à-vis wild-type cells (Fig. 5B). Pho1 expression was restored to near-wild-type basal levels in the *Hat-S3* and *Hat-S7* strains and was reduced to varying degrees in the other *Hat-S* strains compared to the fully derepressed *asp1-H397A aps1*∆ *tgp1*∆ parent (Fig. 5B). Based on the Pho1 assays and the growth profiles, we regard *Hat-S8* as the weakest of the suppressor isolates.

Paired-end Illumina sequencing of unamplified genomic DNA from the *Hat-S* strains was performed. All the *Hat-S* isolates retained their original *asp1-H397A* alleles. The genomic mutations identified for each isolate are compiled in Fig. 5C. The mutated proteins fall into several functional categories: (i) Swd22, a subunit of CPF; (ii) Spx1, an inositol pyrophosphate sensor that transduces the signal for precocious 3'-processing/termination; and (iii) Kcs1, an essential enzyme of 5-IP_7_ biogenesis.

#### CPF subunit Swd22

Strain *Hat-S8* contains a single Ser125Arg missense mutation in the inessential *swd22* gene, which encodes the 341-aa Swd22 subunit of CPF. Swd22 consists of seven tandem WD β-propeller domains. Swd22, Dis2 (a phosphoprotein phosphatase), and Ppn1 (a regulator of Dis2 phosphatase) comprise a three-subunit DPS module within the 13-subunit CPF complex (35). An AlphaFold 3 model (36) of a heterotrimeric DPS complex (not shown) accurately places the two metal ions in the Dis2 active site and appears to correctly situate the mapped interfaces between Ppn1 and Dis2 and Ppn1 and Swd22 (37). Swd22 Ser125 is located within the β2 strand of the third β-propeller. As modeled, the Ser125-OH makes bifurcated hydrogen bonds to His107-Nε and Trp135-Nε. Replacing Ser125 with a bulky arginine side chain would likely disrupt the structure of this WD repeat. Previous studies established a crucial connection between Swd22 and 1,5-IP_8_/1-IP_7_ status, insofar as (i) *asp1*∆ and *asp1-D333A* are synthetically lethal with *swd22*∆, signifying that 1,5-IP_8_/1-IP_7_ synthesized by Asp1 kinase and Swd22 play important but genetically redundant roles in promoting essential 3'-processing/transcription termination events; (ii) de-repression of *pho1* by *asp1-H397A* and *aps1*∆ is erased by *swd22*∆; and (iii) the lethality of *asp1-H397A aps1*∆ is suppressed by *swd22*∆, even at 37°C (22). We surmise that the *swd22-S125R* allele identified in the *Hat* suppressor screen is a loss-of-function variant that affirms the role of CPF as the mediator of inositol pyrophosphate toxicosis.

#### Spx1

The recovery of two new alleles of *spx1* in the *Hat-S* screen fortifies the already solid case for Spx1 (a 470-aa protein) as the key inositol pyrophosphate-binding sensor that connects elevated IP_8_/1-IP_7_ status to precocious 3'-processing/termination. The mutation in *Hat-S7* is a 20-nucleotide deletion starting in the Leu298 codon that results in a translation frameshift that appends a foreign octapeptide (SCFFSANE) following Glu297 before encountering a new stop codon. The effect of this mutation is to eliminate the C-terminal Zn-binding RING domain and to truncate the N-terminal SPX domain. The mutation in *Hat-S4* is a Phe393Val missense change. An AlphaFold 3 model of Spx1 places two Zn^2+^ ions in the RING domain, in tetrahedral coordination complexes with Cys374, Cys377, Cys394, Cys397 and Cys389, His391, Cys409, and Cys412 (Fig. 6). Phe393 is predicted to sit midway between the two Zn^2+^ coordination complexes and to make multiple van der Waals contacts to nearby aliphatic side chains Ile376, Pro410, and Leu411 as well as to Cys374 and Cys409 (Fig. 6). We speculate that the replacement of Phe293 by Val will sever the contacts to Cys409, Pro410, and Leu411 and thereby affect the stability and/or function of the RING domain and its imputed ubiquitin ligase activity.

**Fig 6:**
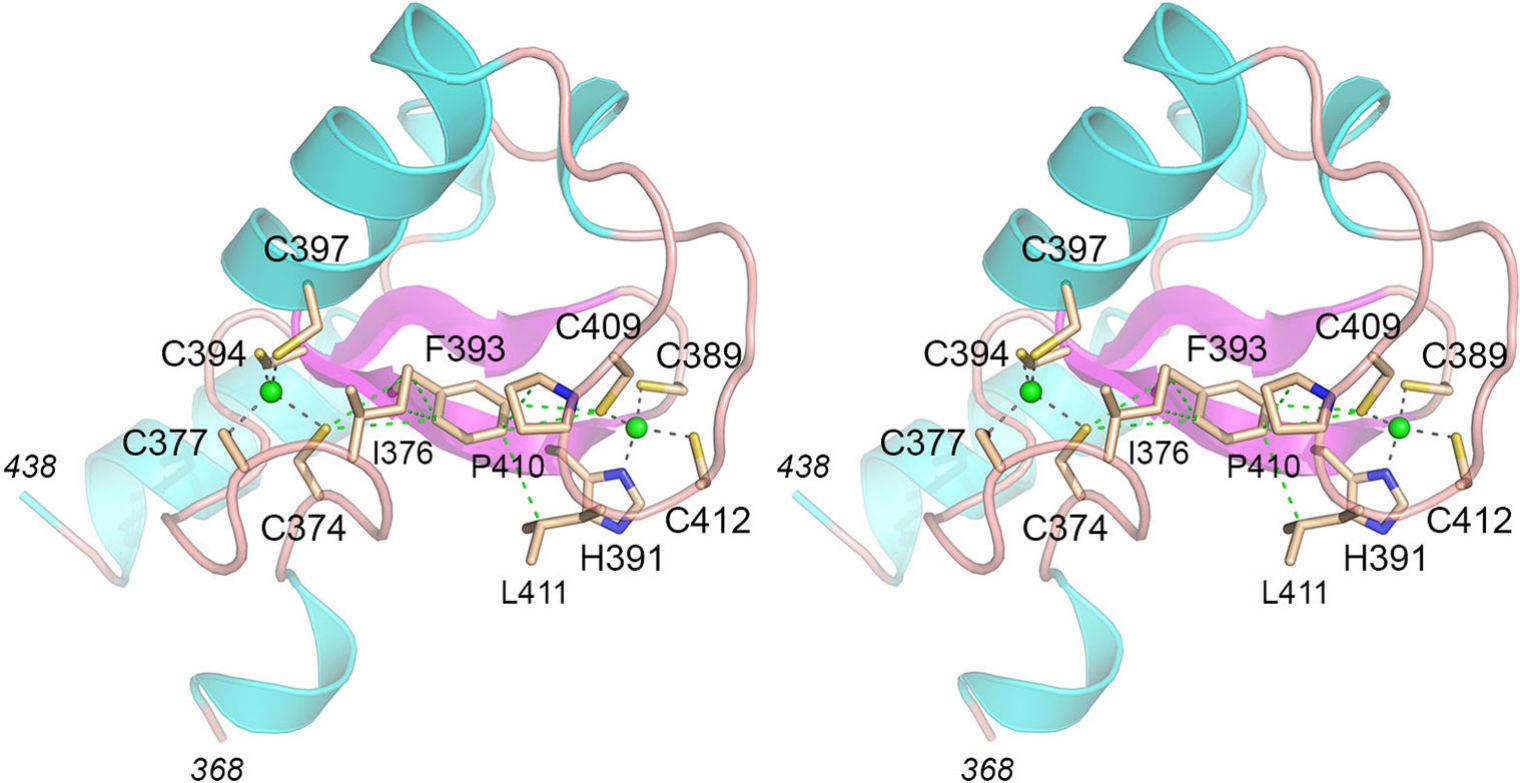
Predicted role of Spx1 Phe393 in the Zn-binding RING domain. Stereo view of an AlphaFold 3 model of the Spx1 RING domain in complex with two zinc atoms (green spheres). The atomic contacts between the Cys and His side chains that tetrahedrally coordinate the Zn atoms are denoted by black dashed lines. Phe393, the residue mutated to Val in the *Hat-S4* strain, is situated midway between the two Zn complexes. van der Waals contacts between Phe293 and nearby amino acids are denoted by green dashed lines.

#### IP_6_ kinase Kcs1

Here, we recovered three new missense alleles of *kcs1—Q739K* (in two independent isolates *Hat-S2* and *Hat-S6*), *R738T* (in *Hat-S3*), and *G765R* (in *Hat-S5*)—that completely suppressed the growth defect and reversed the *pho1* derepression of the *asp1-H397A aps1*∆ *tgp1*∆ mutant (Fig. 5). Previously, we garnered three other *kcs1* missense alleles*—R332T*, *L338R*, and *E834K*—that completely reversed the *asp1-STF* growth defect and one allele *S761F* that partially suppressed (27). Collectively, our genetic findings, supported by inositol pyrophosphate profiling of *kcs1-R332T* cells (21), suggest that a reduction in the kinase activity of the hypomorphic mutant Kcs1 enzymes limits the pool of 5-IP_7_ available for conversion to 1,5-IP_8_ by the pyrophosphatase-defective Asp1-STF or Asp1-H397A kinase.

To gain insights into how the suppressor mutations might impact IP_6_ kinase activity, we generated an AlphaFold 3 model of Kcs1 in complex with ATP and Mg^2+^. Much of the 967-aa Kcs1 polypeptide consists of intrinsically disordered segments (aa 1–294, 376–410, 433–469, and 509–706). The remainder of the Kcs1 polypeptide adopts an inositol polyphosphate kinase fold that accommodates ATP•Mg^2+^ in the phosphate donor site formed by two β-sheets, wherein the divalent cation is coordinated by Asp880 and the ATP phosphates, and Asp732 engages the ATP ribose 3′-OH (Fig. 7A). The Kcs1 kinase domain model is homologous to the crystal structure of *Entamoeba histolytica* IP6K (38). The instructive findings here are that each of the three suppressor mutants identified presently (R738T, Q739K, and G765R), as well as the S761F suppressor mutant reported earlier, map to amino acids that are closely clustered within the IP_6_ kinase domain in a region adjacent to the phosphate donor site (circumscribed by the box in Fig. 7A). A close-up stereo view of the region (Fig. 7B) highlights a network of atomic contacts by and among these amino acids, as follows. Gln739 makes bifurcated hydrogen bonds to the mainchain carbonyls of Met735 and Gly736. Gly765 donates a hydrogen bond from its amide to the Ser761 carbonyl and accepts a hydrogen bond to its carbonyl from the Met735 amide (Fig. 7B). This network would be perturbed by installation of larger side chains Lys, Arg, and Phe in lieu of Gln739, Gly765, and Ser761, respectively. Arg738 is sandwiched in π–cation–π stack between Tyr740 and Tyr846 and makes a hydrogen bond with the Cys898 carbonyl (Fig. 7B). These interactions would not be sustained when Thr replaces Arg738. Reference to the crystal structure of *Entamoeba* IP6K in complex with IP_6_ and ATP (38) indicates that this cluster of amino acids is located underneath the binding pocket for IP_6_. Thus, we speculate that the hypomorphic Kcs1 mutations that suppress inositol pyrophosphate toxicosis might negatively impact Kcs1 interaction with its IP_6_ phosphoacceptor substrate.

**Fig 7:**
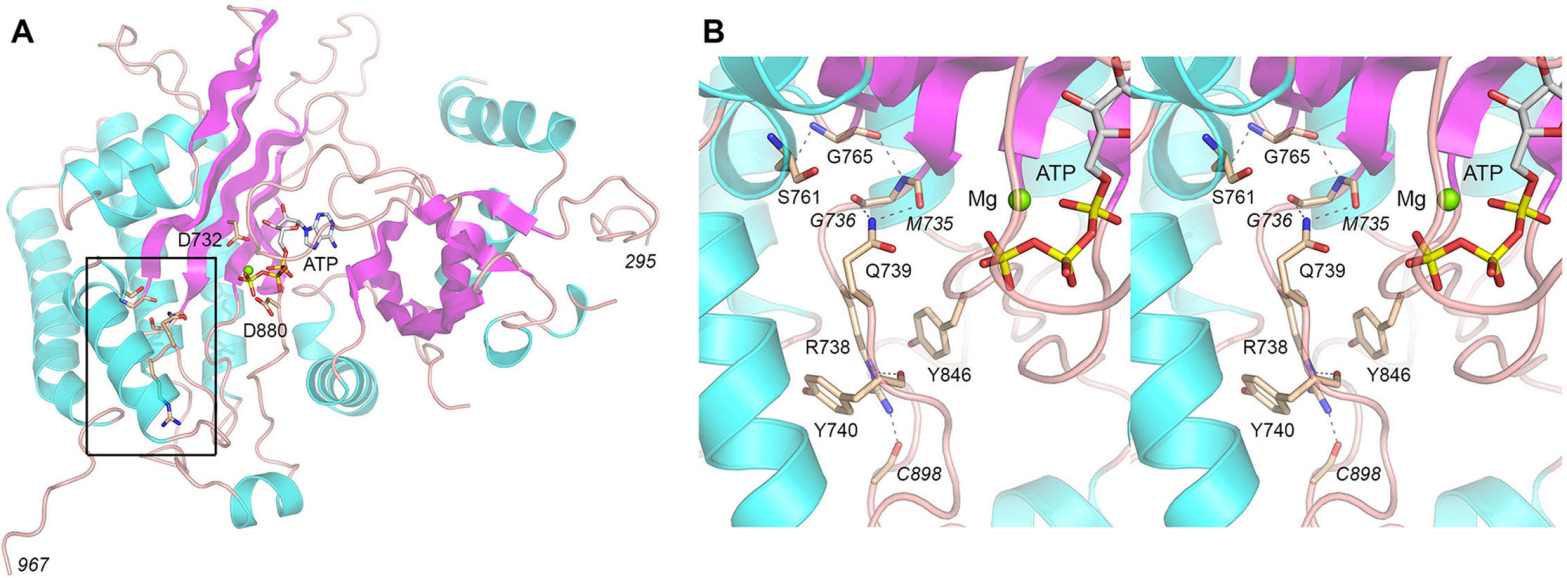
Kcs1 mutations that suppress the inositol pyrophosphate toxicity cluster within the IP_6_ kinase domain. (**A**) AlphaFold 3 model of the Kcs1 kinase domain in complex with ATP (stick model) and Mg^2+^ (green sphere). The amino acids that are mutated in the *Hat-S* suppressor strains colocalize within the region flanking the ATP site, demarcated by the box. (**B**) Stereo view of the predicted atomic interactions of the amino acids that are mutated in *kcs1* alleles that suppress inositol pyrophosphate toxicosis.

### *nab2*∆ suppresses *asp1-H397A aps1*∆ *tgp1*∆ toxicosis

The genome of the *Hat-S1* strain acquired two mutations: *kcs1-Q739K* (that suffices for suppression in *Hat-S2* and *Hat-S6*) and a missense mutation *nab2-R192L* in the gene encoding Nab2, a 307-aa nuclear poly(A) binding protein. Nab2, which is inessential in fission yeast, consists of an N-terminal PWI-fold domain and three CCCH-type Zn finger modules (39). An AlphaFold 3 model of Nab2 in complex with three Zn^2+^ ions reveals an N-terminal domain comprising a five-helix bundle (aa 1–92) and three tandem Zn fingers (aa 182–270); the rest of the protein is predicted to be disordered. The three Zn fingers of fungal Nab2 are responsible and sufficient for poly(A) binding (40). Arg192, the residue mutated in *Hat-S1*, is located in the first Zn finger module, between Zn-binding residues Cys190 and Cys195. We considered two scenarios regarding the *nab2-R192L* mutation, whereby (i) it is incidental and unrelated to *Hat* suppression; or (ii) it contributes to *Hat* suppression, potentially arising first to confer a modest advantage that was consolidated by the *kcs1-Q739K* mutation. As a direct probe of the potential role of Nab2 in inositol pyrophosphate toxicosis, we constructed an *nab2*∆ strain (in which the *nab2*^+^ gene was replaced with a *kanMX* cassette) and crossed it to the *asp1-H397A aps1*∆ *tgp1*∆ strain. The resulting *asp1-H397A aps1*∆ *tgp1*∆ *nab2*∆ strain grew as well as a wild-type strain at 20°C, 30°C, and 37°C (Fig. 8A). Moreover, the introduction of *nab2*∆ into the *asp1-H397A aps1*∆ *tgp1*∆ mutant substantially reduced the derepression of Pho1 acid phosphatase activity elicited by inositol pyrophosphate excess (Fig. 8B). These results implicate Nab2 as a newly appreciated agent of inositol pyrophosphate toxicity.

**Fig 8:**
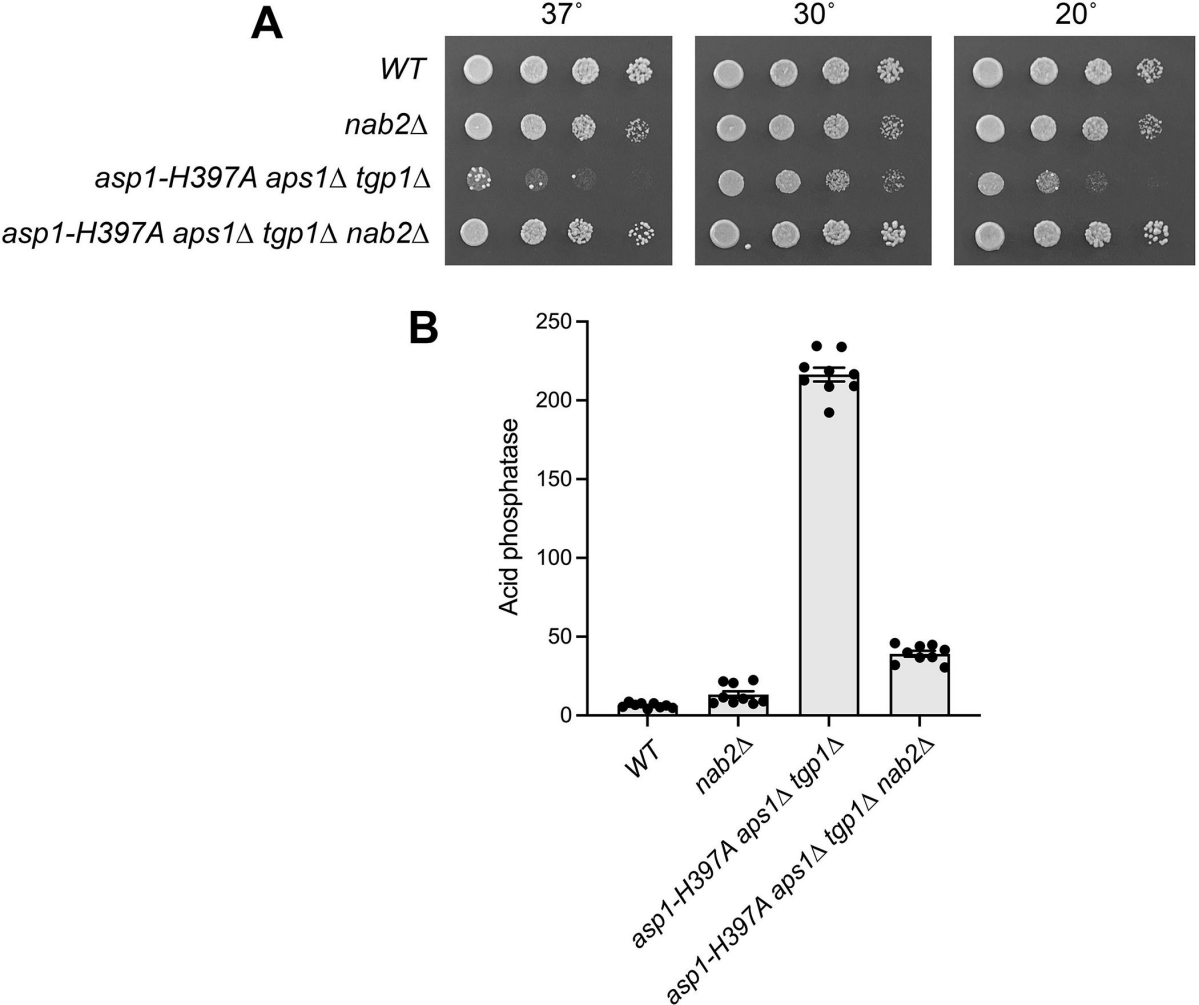
*nab2*∆ suppresses *asp1-H397A aps1*∆ *tgp1*∆ toxicosis. (**A**) Serial fivefold dilutions of the indicated fission yeast strains were spot-tested for growth on YES agar at the indicated temperatures. (**B**) The indicated yeast strains were grown to *A*_600_ of 0.5 to 0.8 in liquid culture in YES medium at 30°C. Cells were then harvested, washed with water, and assayed for Pho1 acid phosphatase activity.

## DISCUSSION

The studies herein extend our knowledge of inositol pyrophosphate metabolism and the basis for inositol pyrophosphate toxicosis in fission yeast. By applying CE-ESI-MS to profile the inositol pyrophosphate and IP_6_ content of fission yeast mutants, we shed light on the functional redundancies of the Asp1, Siw14, and Aps1 pyrophosphatases in their catabolism of inositol pyrophosphates. Asp1, which exclusively cleaves the 1-β-phosphate, and Aps1, which has a preference for cleavage of the 1-β-phosphate, play essential overlapping roles in guarding against the accumulation of toxic levels of 1-IP_7_. In *asp1-H397A aps1*∆ cells in which toxicity is suppressed by *tgp1*∆ or *ssu72-C13S*, we observed an ~20-fold increase in 1-IP_7_ and a partial depletion of 5-IP_7_ and IP_6_. We surmise that Siw14, the inositol pyrophosphatase remaining in *asp1-H397A aps1*∆ cells, generates the 1-IP_7_ increase via its removal of the 5-β-phosphate of 1,5-IP_8_ (Fig. 9A). Accordingly, we see only a modest twofold increase in 1,5-IP_8_ in *asp1-H397A aps1*∆ *tgp1*∆ cells. These findings suggest that a supra-threshold accumulation of 1-IP_7_ is toxic to fission yeast. Note that the depletion of IP_6_ coupled with overaccumulation of 1-IP_7_ highlights the catabolism of 1-IP_7_ by Asp1 and Aps1 as a significant factor in IP_6_ homeostasis (Fig. 9A).

**Fig 9:**
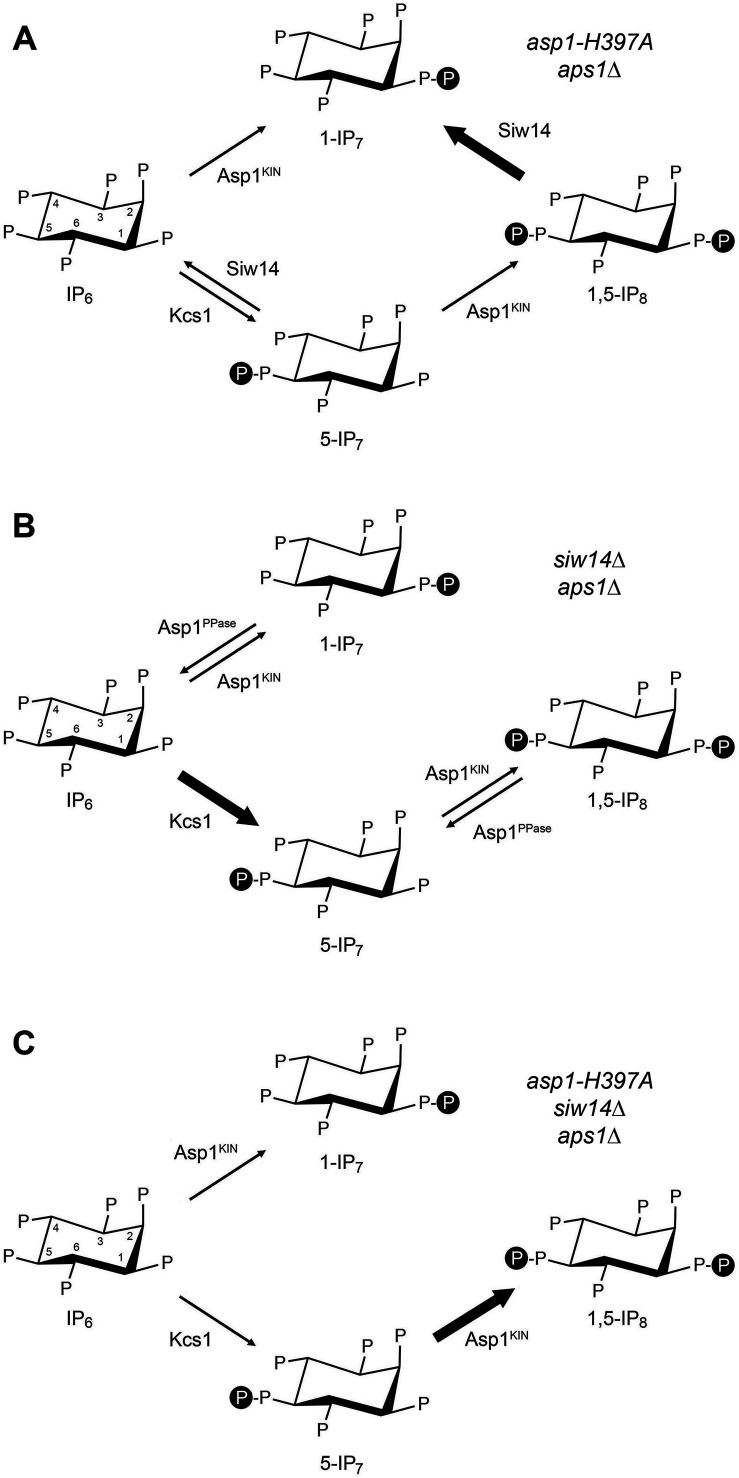
Summary of changes in inositol pyrophosphate metabolism in cells lacking two or more inositol pyrophosphatases. (**A**) Cells lacking Asp1 and Aps1 pyrophosphatases. (**B**) Cells lacking Siw14 and Aps1 pyrophosphatases. (**C**) Cells lacking Asp1, Siw14, and Aps1 pyrophosphatases.

The synthetic lethality of *aps1*∆ *siw14*∆ is suppressed by *tgp1*∆. In this context, simultaneous loss of the Aps1 and Siw14 pyrophosphatases results in a synergistic (ninefold) increase in 5-IP_7_ vis-à-vis the modest effects on 5-IP_7_ seen in *aps1*∆ *tgp1*∆ and *siw14*∆ *tgp1*∆ strains. With the 1-β-phosphate-specific Asp1 enzyme being the sole inositol pyrophosphatase in *aps1*∆ *siw14*∆ *tgp1*∆ cells, there is no catabolism of inositol-5-pyrophosphates, i.e., there is no conversion of 1,5-IP_8_ to 1-IP_7_ or of 5-IP_7_ to IP_6_ (Fig. 9B). The fact that 1-IP_7_ is present in *aps1*∆ *siw14*∆ *tgp1*∆ cells attests to the capacity of Asp1 kinase to directly phosphorylate IP_6_ to 1-IP_7_ as an alternative route of 1-IP_7_ biogenesis (Fig. 9B), in lieu of the prevailing view that 1-IP_7_ is derived by catabolism of 1,5-IP_8_ (41). Whereas the manifold increase in 5-IP_7_ distinguishes *aps1*∆ *siw14*∆ from *asp1-H397A aps1*∆, it does not suffice for the growth defect of *aps1*∆ *siw14*∆, which requires the presence of inositol-1-pyrophosphates synthesized by the Asp1 kinase. Our results suggest that a suprathreshold level of 5-IP_7_ combined with slightly elevated (<2 fold) levels of inositol-1-pyrophosphates drives an alternative path to toxicity distinct from that elicited by the massive overaccumulation of inositol-1-pyrophosphates in *asp1-H397A aps1*∆ cells. Bear in mind that in both cases, the growth defect arises from overzealous 3'-processing/transcription termination and requires transduction of an inositol pyrophosphate signal via Spx1.

A noteworthy finding here is that the levels of 1,5-IP_8_ are significantly higher when the *asp1-H397A aps1*∆ and *aps1*∆ *siw14*∆ double mutations are profiled in an *spx1*∆ genetic background versus a *tgp1*∆ background, keeping in mind that neither *tgp1*∆ nor *spx1*∆ *per se* have an effect on inositol-1-pyrophosphate levels. Indeed, the magnitudes of the increases in 1,5-IP_8_ and 1-IP_7_ in *asp1-H397A aps1*∆ *spx1*∆ cells phenocopy those in *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells that lack all inositol pyrophosphatases (Fig. 9C). It is conceivable that *spx1*^+^ deletion somehow negatively impacts the activity of Siw14, thereby raising the levels of 1,5-IP_8_ (and 1-IP_7_) vis-à-vis the *tgp1*∆ contexts. One can speculate that Siw14 pyrophosphatase activity, which is inhibited by inorganic phosphate *in vitro* (12), is diminished *in vivo* in *asp1-H397A aps1*∆ *spx1*∆ cells by the increase in free intracellular phosphate that occurs when *spx1*^+^ (also known as *pqr1*^+^) is deleted (42). Similar considerations may come into play in *aps1*∆ *siw14*∆ *spx1*∆ cells, which have higher levels of 1,5-IP_8_ and 1-IP_7_ than do *aps1*∆ *siw14*∆ *tgp1*∆ cells. The residual Asp1 pyrophosphate enzyme is inhibited by inorganic phosphate, which promotes net synthesis of inositol-1-pyrophosphates by the Asp1 kinase (5).

The present conclusions that different families of inositol pyrophosphatases serve functionally important overlapping roles in physiology are likely to apply to other eukaryal taxa. For example, plants encode multiple paralogs of each of the three classes of inositol pyrophosphatase enzymes found in fission yeast: histidine acid phosphatase, Nudix hydrolase, and cysteinyl phosphatase. A recent study interrogating their potential functional redundancies in plants showed that simultaneous knockout of three Nudix-type inositol pyrophosphatases in *Arabidopsis thaliana* did not elicit an overt growth phenotype but did result in ~2-fold increases in IP_6_ and 1-IP_7_ content (43). By contrast, single knockouts of a Nudix-type inositol pyrophosphatase (MpNUDT1, which strongly prefers 1-IP_7_ as the substrate *in vitro*) or a cysteinyl phosphatase-type inositol pyrophosphatase (MpDSP1) in *Marchantia polymorpha* led to growth and development abnormalities, as did a kinase-active/pyrophosphatase-dead MpVIP1 mutant (analogous to Asp1-H397A in fission yeast) (43, 44). The MpNUDT1 mutant plant displayed an 2-fold to fivefold increase in 1-IP_7_ content (43, 44). Combining the MpDSP1 knockout with pyrophosphatase-dead MpVIP1 exacerbated some of the development phenotypes. It was not possible to recover a *Marchantia* MpNUDT1 pyrophosphatase-dead MpVIP1 double-mutant or a MpNUDT1 MpDSP1 double-mutant (43), thus echoing the synthetic lethality of *asp1-H397A aps1*∆ and *aps1*∆ *siw14*∆ in fission yeast.

Here, we conducted a new genetic screen for suppressors of the severe *asp1-H397A aps1*∆ *tgp1*∆ growth defect, which aimed to identify factors that mediate inositol pyrophosphate toxicosis independent of the *tgp1*^+^ overexpression that causes toxicity by virtue of the increased import of GPC (27). Our recovery of a novel missense mutation in the Swd22 subunit of CPF, as well as two inactivating mutations in Spx1, adds to the copious evidence that *asp1-H397A aps1*∆ toxicity is a consequence of an overdrive of inositol pyrophosphate agonism of 3'-processing/termination, mediated via the inositol pyrophosphate sensor and RING domains of Spx1 (22, 28). The *Hat-S* screen yielded three new missense mutations of Kcs1, the essential kinase that converts IP_6_ to 5-IP_7_, that restore “normal” growth on YES agar. The Kcs1 amino acids mutated in the *Hat-S* strains cluster within the kinase domain in a region close to the predicted IP_6_ substrate binding site, leading us to infer that a decrement in IP_6_ kinase activity limits the pool of 5-IP_7_ available for conversion to downstream metabolites 1,5-IP_8_ and 1-IP_7_. Testing this prediction *in vitro* has been stymied by our inability to produce recombinant Kcs1 in bacteria, likely owing to the predicted disordered state of most of the Kcs1 protein.

The occurrence in the *Hat-S1* strain of an *nab2* missense mutation along with *kcs1* missense mutation prompted us to query if Nab2 might impact inositol pyrophosphate toxicity, which led us to the discovery that *asp1-H397A aps1*∆ *tgp1*∆ was suppressed by *nab2*∆. Studies of Nab2 in budding yeast implicate this nuclear poly(A) binding protein in mRNA transport (via its physical interaction with the nuclear pore complex) and in mRNA quality control (39). In addition, it was reported that depletion of Nab2 in budding yeast elicited a defect in 3'-processing and termination of nascent RNAs, resulting in transcriptional readthrough into downstream transcription units (45). Such an effect of Nab2 deletion, if it applies in fission yeast, would potentially account for *nab2*∆ reversal of the precocious 3'-processing/termination that underpins inositol pyrophosphate toxicity. Further studies aimed at defining the nexus of Nab2 with 3'-processing/termination, nuclear export, and inositol pyrophosphate signaling in fission yeast are warranted.

## MATERIALS AND METHODS

### Fission yeast strains

A list of strains used in this study is provided in Table S2.

### Spot tests of fission yeast growth

Cultures of *S. pombe* strains were grown in liquid ePMGT (enhanced pombe minimal glutamate with thiamine) (25) or YES (yeast extract with supplements) (46) medium until *A*_600_ reached 0.3–0.8. The cultures were adjusted to an *A*_600_ of 0.1, and aliquots (3 µL) of serial fivefold dilutions were spotted to ePMGT or YES agar. The plates were photographed after incubation for 2 days at 34°C, 2 to 2.5 days at 30°C and 37°C, 4 days at 25°C, and 6 days at 20°C.

### Preparation of cell extracts and enrichment for inositol polyphosphates

Cultures of *S. pombe* strains (three biological replicates for each strain) were grown in liquid ePMGT medium at 30°C. Aliquots corresponding to 10 *A*_600_ units (2–3 × 10^8^ cells) of exponentially growing cells (*A*_600_ between 0.6 and 0.8) were harvested by centrifugation. The cells were washed in ice-cold water and resuspended in 1 mL of 1 M perchloric acid. After snap-freezing in liquid nitrogen, the samples were stored at −80°C. The samples were thawed, mixed briefly by vortexing, and cell debris was removed by centrifugation at 16,200 × *g* for 5 minutes at 4°C. Acid-extracted inositol polyphosphates in the supernatants were then purified using titanium dioxide beads (GL Sciences 5020-75000) as described by Wilson and Saiardi (32). In brief, the cell supernatants were mixed with TiO_2_ beads (4 mg per sample) that had been equilibrated in 1 M perchloric acid and incubated on a nutator for 20 min at 4°C. The TiO_2_ beads (plus bound material) were recovered by centrifugation (5,000 × *g* for 1 minute at 4°C) and washed twice with 1 M perchloric acid. Inositol polyphosphates were eluted from the beads in two cycles of resuspension in 200 µL of 3% ammonium hydroxide, rotation of the samples for 5 minutes at 4°C, and centrifugation (5,000 × *g* for 1 minute). The combined eluates (400 µL per sample) were evaporated to dryness in a vacuum centrifuge (Savant SpeedVac) at 42°C for ~3 hours. The dried samples were stored at −80°C and resuspended in 30 µL of water immediately prior to analysis by CE-ESI-MS.

### Capillary electrophoresis electrospray ionization mass spectrometry (CE-ESI-MS)

The analyses were conducted as described (29–31). Inositol polyphosphate concentrations in the TiO_2_-enriched cell extracts were determined with an Agilent 7100 capillary electrophoresis (CE) system coupled to a triple quadrupole tandem mass spectrometry Agilent 6495 c system. Ionization was performed with the help of an Agilent Jet Stream (AJS) electrospray ionization (ESI) source and a liquid coaxial interface from Agilent. Ionization spray was stabilized with sheath liquid containing a water–isopropanol (1:1) mixture, pumped with an Agilent 1200 isocratic LC pump and a 1:100 splitter to a flow rate of 10 µL/minute. Cell extract samples were spiked with heavy (^13^C_6_) inositol polyphosphate standards (47, 48; provided by Dorothea Fiedler), and 20 nL aliquots of the samples were injected by applying pressure of 100 mbar for 20 seconds. A bare fused silica capillary (length 100 cm; inner diameter 50 µm) was used for measurements. Ammonium acetate (35 mM, adjusted to pH 9.75 with ammonia solution) was used as the background electrolyte (BGE). By applying a voltage of +30 kV, a stable CE current of 22 µA was received. The gas temperature of the Nebulizer was set to 150°C with a flow rate of 11 L/minute and a pressure of 8 psi. Sheath gas flow was set at 8 L/minute with a temperature of 175°C. Capillary voltage was set to 2,000 V and nozzle voltage to 2,000 V. The negative high-pressure radio frequency was 70 V, and the low-pressure radio frequency was 40 V. The multiple reaction monitoring (MRM) transitions were optimized with the MassHunter Optimizer software.

The levels of 1,5-IP_8_, 1-IP_7_, 5-IP_7_, and IP_6_ are reported in bar graph format in the figures as total pmol in the 30 µL sample of the TiO_2_-enriched cell extract (three biological replicates ±SEM). The *P* values for differences in levels between wild-type and mutant fission yeast strains were determined via Welch’s *t*-test implemented in Prism. The inositol pyrophosphate and IP_6_ levels reported in Fig. 2 for an ensemble of wild-type and mutant strains are derived from a single contemporaneous experiment. The levels reported in Fig. 3 and 4 for wild-type cells and a different set of mutants are derived from a separate experiment performed at a later date. Whereas the wild-type level of IP_6_ is several-fold higher in the second experiment, the wild-type levels of 1,5-IP_8_, 1-IP_7_, and 5-IP_7_ are comparable between experiments.

### Cell-surface acid phosphatase activity

Cells were grown at 30°C in liquid ePMGT or YES medium. Aliquots of exponentially growing cultures were harvested, washed, and resuspended in water. To quantify acid phosphatase activity, reaction mixtures (200 µL) containing 100 mM sodium acetate (pH 4.2), 10 mM *p*-nitrophenylphosphate, and cells (ranging from 0.01 to 0.1 *A*_600_ units) were incubated for 5 minutes at 30°C. The reactions were quenched by addition of 1 mL of 1 M sodium carbonate, the cells were removed by centrifugation, and the absorbance of the supernatant at 410 nm was measured. Acid phosphatase activity is expressed as the ratio of *A*_410_ (*p*-nitrophenol production) to *A*_600_ (cells). The data are averages (±SEM) of at least three assays using cells from at least three independent cultures.

### Whole-genome sequencing

After PicoGreen quantification and quality control by Agilent BioAnalyzer, 500 ng aliquots of genomic DNA were sheared using a LE220-plus Focused-ultrasonicator (Covaris catalog # 500569). Sequencing libraries were prepared using the KAPA Hyper Prep Kit (Kapa Biosystems KK8504) with modifications. DNA libraries were subjected to size selection by mixture with 0.5 vol of aMPure XP beads (Beckman Coulter catalog # A63882) after post-ligation cleanup. Libraries were not amplified by the PCR and were pooled equivolume for sequencing. Samples were run on a NovaSeq 6000 in a 150 bp/150 bp paired-end run using the NovaSeq 6000 SBS v1 Kit and an S1 flow cell (Illumina). The average number of read pairs per sample was 8.7 million. The average coverage of the genome was 206-fold (range 26-fold to 360-fold).

### Mapping suppressor mutations

The FASTA file for the *S. pombe* genome was accessed from Pombase. The whole-genome sequencing data from the parental *Hat* strain (*asp1-H397A aps1*∆ *tgp1*∆) and the *Hat-S* suppressor mutants were aligned to the genome using Bowtie2 (49). The resulting SAM files were converted to BAM files using Samtools (50). Variants were identified by BCFtools (51) using the criteria of adjusted mapping quality = 40, minimum base quality = 20, and disabled probabilistic realignment for the computation of base alignment quality (BAQ) for considering variations or insertion–deletion events. The multi-allelic caller protocol was used for variant calling in BCFtools. Variants were annotated using SnpEff, with its in-built genome version for *S. pombe* (52). Variants were further filtered by removing all variations with an average mapping quality ≤25 (Phred scale). All variants present in the parental strain were excluded as non-causal mutations.

### Transcriptome profiling by RNA-seq

RNA was isolated from *S. pombe* wild-type and *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cells (three biological replicate cultures of each strain) that were grown in liquid ePMGT medium at 30°C to an *A*_600_ of 0.5 to 0.6. Cells were harvested by centrifugation, and total RNA was extracted via the hot phenol method. The integrity of total RNA was gauged with an Agilent Technologies 2100 Bioanalyzer. The NEB Ultra II Directional RNA library Prep plus Poly A isolation module kit was used to prepare the libraries for paired-end sequencing using a NovaSeq X-Plus system. FASTQ files bearing paired-end reads of length 51 bases (total paired reads of 20 million to 26.4 million per biological replicate) were mapped to the *S. pombe* genome (ASM294v2.28) using HISAT2-2.1.0 with default parameters (53). In the data sets, 94–96% of the reads were mapped to unique genomic loci. The resulting SAM files were converted to BAM files using Samtools (50). Count files for individual biological replicates were generated with HTSeq-0.10.0 (54) using exon annotations from Pombase (GFF annotations, genome-version ASM294v2; source “ensembl”). RPKM analysis and pairwise correlations were performed as described previously (55). 

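RPKM values were computed from the deposited counts with exon lengths of the ASM294v3 annotation for the 6836 features paired with it, and correlated across genes for each pair of libraries of one strain. Genes are not independent replicates, so no p is given. Pearson's r was 0.9946, 0.9888, and 0.9976 for wild-type replicates 1 and 2, 1 and 3, and 2 and 3. For the mutant the same pairs gave 0.9966, 0.9936, and 0.9986. On the scale of log2(CPM + 1), the lowest r was 0.9897 and the highest 0.9988. Wild-type replicates 1 and 3 differed most, with 100 of 5049 genes apart by over 2-fold, against 1 to 14 genes in the other pairs. The median log2 difference, replicate 3 minus replicate 1, was −0.49 for the third of genes with the lowest expression and 0.30 for the third with the highest.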

Read densities (RPKM) for individual genes were highly reproducible between biological replicates (Pearson coefficients of 0.971 to 0.985). Differential gene expression and fold change analysis were performed in DESeq2 (56). The cutoff for further evaluation was set for genes with an adjusted *P* value (Benjamini–Hochberg corrected) of ≤0.05 and were up or down by at least twofold in *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ versus wild-type. Genes were further filtered on the following criteria: (i) genes that were ≥2-fold up and the average normalized read count for the mutant strain were ≥100; and (ii) genes that were ≥2-fold down and the average normalized read count for the wild-type strain were ≥100.

### *S. pombe nab2*∆ strain

PCR amplification and standard cloning methods were employed to construct a plasmid in which a *kanMX* drug-resistance cassette is flanked by the 751 bp and 727 bp genomic DNA segments upstream and downstream of the *nab2* ORF, thereby deleting *nab2* from nucleotides + 4 to +912 (relative to the translation start codon +1). The *nab2*∆*::kanMX* disruption cassette was excised from the plasmid and transfected into diploid *S. pombe* cells. G418-resistant transformants were selected and analyzed by Southern blotting to confirm correct integration at the *nab2* locus. Antibiotic-resistant *nab2*∆ haploids were isolated after sporulation of the heterozygous diploids.

## Data Availability

The RNA-seq data in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE285739.

## SUPPLEMENTAL MATERIAL

Tables S1 and S2 mbio.00389-25-s0001.pdf RNA-seq and *S. pombe* strain list.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Tandem inactivation of inositol pyrophosphatases Asp1, Siw14, and Aps1 illuminates functional redundancies in inositol pyrophosphate catabolism in fission yeast
**Source:** mBio. 2025 Apr 16;16(5):e00389-25. doi: 10.1128/mbio.00389-25
**Supplement:** Tables S1 and S2 — RNA-seq and S. pombe strain list.

Supplemental Material

Tandem inactivation of inositol pyrophosphatases Asp1, Siw14, and Aps1 illuminates functional redundancies in inositol pyrophosphate catabolism in fission yeast

Beate Schwer, Isabel Prucker, Ana M. Sanchez, Jill Babor, Henning J. Jessen,
and Stewart Shuman

Supplemental Table S1. Lists of protein-coding transcripts that are downregulated or upregulated by ≥ 2 -fold (expressed as log₂ Fold Change) in *aps1-H397A siw14 Δ asp1 Δ tgp1 Δ* cells vis-à-vis wild-type cells.

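Table S1 gives 1 log2 fold change per transcript, the mutant over wild-type cells, after the cutoffs on adjusted p, fold change, and mean normalized count. The genotype in this caption is not the one in the results, where the profiled strain is *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆; the labels of the libraries give the latter. The deposited counts of *aps1*, *siw14*, and *spx1* were called lower in the mutant, *tgp1* was not called, and *asp1* counts remained. All 84 transcripts in the table were found in the count table, and all 84 had the same sign in the edgeR fit, with a median absolute difference of 0.013 from the paper's log2 fold changes and at most 0.03. Of the 13 transcripts listed as upregulated, 13 were called higher, and of the 71 listed as downregulated, 70 were called lower.

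Among called protein-coding genes, the largest rises other than *ura4* were those of *tlh2* and SPAC27D7.09c. *tlh2*, a RecQ type DNA helicase gene, had 33.9 ± 27.2 normalized counts in wild-type cells and 231.5 ± 39.5 in the mutant (SD, n = 3 each), a log2 fold change of 2.79 (standard error 0.38, adjusted p = 0.000755 from edgeR), and of 3.62 without wild-type replicate 1. SPAC27D7.09c, a But2 family gene, had a log2 fold change of 2.29 (standard error 0.35, adjusted p = 0.00159 from edgeR), and of 2.90 without wild-type replicate 3. Both have a copy of at least 95% identity over at least 50% of the gene, so their counts are uncertain. The manganese and calcium antiporter gene *gdt1* had a log2 fold change of 2.08 and the histone demethylase gene *jmj4* of 1.18. SPBC557.05 had a log2 fold change of 1.36, the transmembrane transporter gene SPBC530.02 of 1.30, and SPBC1711.15c of 1.25. Apart from the deleted genes, the largest falls among called protein-coding genes after *alr2* and *mfm1* were those of *cmt2*, a methyltransferase gene (−3.26), and SPBC359.01, an amino acid transporter gene (4740 ± 571.2 normalized counts in wild-type cells and 650 ± 85.6 in the mutant, log2 fold change −2.87). The arylsulfatase gene SPBPB10D8.02c had a log2 fold change of −2.64.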

Supplemental Table S2. List of *S. pombe* strains used in this study.

Systematic ID	Gene name	Product	log2FoldChange
SPBC359.02	alr2	alanine racemase Alr2	-4.26
SPAPB8E5.05	mfm1	M-factor precursor Mfm1	-3.78
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	-3.27
SPBC359.01		amino acid transmembrane transporter	-2.88
SPBP26C9.02c	car1	arginase Car1	-2.73
SPAC1039.09	isp5	amino acid transmembrane transporter Isp5	-2.66
SPBPB10D8.02c		arylsulfatase	-2.65
SPBPB2B2.01	nrg1	amino acid transmembrane transporter Nrg1	-2.54
SPAC11D3.06		MatE family transmembrane transporter	-2.40
SPBC839.06	cta3	P-type ATPase, potassium exporting Cta3	-2.39
SPAPB24D3.03	agm2	agmatinase 2, Agm2	-2.30
SPAC513.03	mfm2	M-factor precursor Mfm2	-2.21
SPBC1683.06c	urh1	uridine ribohydrolase Urh1	-2.15
SPBC1683.08	ght4	plasma membrane hexose:proton symporter, unknown specificity Ght4	-2.09
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	-2.04
SPAC11H11.04	mam2	pheromone p-factor receptor Mam2	-2.02
SPAC11E3.06	map1	DNA-binding transcription factor, MADS-box Map1	-1.97
SPAC11D3.03c		aminomethyltransferase-like and DUF1989 family protein, implicated in urea metabolism	-1.94
SPAC977.13c		hydrolase, pseudogene (4 frameshifts)	-1.89
SPBC8E4.03	agm3	agmatinase 3, Agm3	-1.81
SPBPB2B2.02	say1	ER sterol deacetylase Say1	-1.78
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.77
SPBC359.04c	pfl7	cell surface glycoprotein, flocculin Pfl7, DIPSY family	-1.66
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.64
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.62
SPCC1223.09	uro1	uricase Uro1	-1.62
SPBC32C12.02	ste11	DNA-binding transcription factor Ste11	-1.61
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter Ght1	-1.60
SPAP11E10.01		ornithine cyclodeaminase-like protein	-1.58
SPCC737.04		UPF0300 family protein 6	-1.56
SPAPJ695.02		Schizosaccharomyces pombe specific protein	-1.54
SPAC977.15		dienelactone hydrolase family, implicated in cellular detoxification	-1.54
SPAC1556.04c	cdd1	cytidine deaminase Cdd1	-1.52
SPAC1399.06		dubious	-1.51
SPAC1565.04c	ste4	MAPK cascade adaptor protein Ste4	-1.49
SPAC56F8.15		Schizosaccharomyces pombe specific protein	-1.48
SPAC1F8.01	ght3	plasma membrane gluconate:proton symporter Ght3	-1.48
SPAC922.07c	atd2	aldehyde dehydrogenase	-1.48
SPAC869.05c	sul2	plasma membrane sulfate transmembrane transporter Sul2	-1.47
SPAC31G5.09c	spk1	MAP kinase Spk1	-1.44
SPBC359.03c	aat1	plasma membrane amino acid transmembrane transporter Aat1	-1.43
SPCC569.07		aromatic aminotransferase	-1.43
SPAC1039.01		amino acid transmembrane transporter	-1.42
SPCC338.12	pbi2	vacuolar proteinase B inhibitor Pbi2	-1.39
SPAC11D3.19		Schizosaccharomyces pombe specific protein	-1.37
SPBC16A3.13	meu7	alpha-amylase homolog Aah4	-1.36
SPAC664.13		Schizosaccharomyces pombe specific protein	-1.36
SPBPB2B2.05		class I glutamine amidotransferase family protein	-1.34
SPAC1399.05c	toe1	DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.33
SPAC977.16c	dak2	dihydroxyacetone kinase Dak2	-1.32
SPBPB10D8.01		cysteine transmembrane transporter	-1.32
SPAC1039.10	mmf2	mitochondrial matrix protein, YjgF family protein Mmf2, reactive intermediate imine deaminase A homolog	-1.31
SPCC794.02	wtf5	wtf antidote-like meiotic drive suppressor Wtf5	-1.29
SPCC417.02	dad5	DASH complex subunit Dad5	-1.26
SPAC1002.18	urg3	DUF1688 family fungal conserved protein, implicated in uracil or riboflavin metabolism	-1.24
SPBC725.03		pyridoxamine 5'-phosphate oxidase	-1.24
SPAP7G5.06	per1	plasma membrane amino acid transmembrane transporter Per1	-1.22
SPAC521.03		short chain dehydrogenase, human DHRS7 family	-1.21
SPAC1F8.05	isp3	spore wall structural constituent Isp3	-1.19
SPBC36.02c		spermidine family transmembrane transporter	-1.17
SPAC869.10c	put4	plasma membrane proline transmembrane transporter Put4	-1.17
SPBPB21E7.07	aes1	phenazine biosynthesis PhzF protein family	-1.15
SPBPB21E7.08		pseudogene	-1.14
SPBC1683.12		carboxylic acid transmembrane transporter	-1.12
SPBC365.12c	ish1	nuclear envelope Ish domain protein Ish1	-1.11
SPAC23H3.15c	ddr48	DNA damage-responsive protein Ddr48	-1.11
SPAC110.05	SPAC110.06	dubious	-1.10
SPAC167.06c	mug143	Schizosaccharomyces specific protein Mug143	-1.09
SPAC30D11.01c	gto2	extracellular alpha-glucosidase Gto2	-1.06
SPBC23G7.13c		plasma membrane urea transmembrane transporter	-1.04
SPBC21C3.19	rtc3	SBD5 family protein Rtc3	-1.01

Systematic ID	Gene name	Product	log2FoldChange
SPBCPT2R1.08c	tlh2	RecQ type DNA helicase Tlh1	2.78
SPAC27D7.09c		But2 family protein, similar to cell surface molecules	2.26
SPAC186.05c	gdt1	Golgi calcium and manganese antiporter Gdt1	2.07
SPBC947.04	pfl3	cell surface glycoprotein, flocculin Pfl3, DIPSY family	1.75
SPCC191.11	inv1	external invertase, beta-fructofuranosidase Inv1	1.67
SPBC530.02		transmembrane transporter	1.29
SPBC1711.15c		Schizosaccharomyces pombe specific protein	1.25
SPCC622.19	jmj4	histone demethylase Jmj4	1.17
SPAC23D3.05c		alcohol dehydrogenase pseudogene	1.07
SPAC1B3.16c	vht1	plasma membrane vitamin H transmembrane transporter Vht1	1.06
SPAC4H3.08	fox2	3-hydroxyacyl-CoA dehydrogenase Fox2	1.05
SPBC409.08		spermine family transmembrane transporter	1.05
SPCC364.06	nap1	histone H2A-H2B chaperone Nap1	1.02

Table S2. List of *S. pombe* strains used in this study.

Strain	Genotype
AS612	<i>h+ ssu72-C13S::natMX</i>
AS2308	<i>h- asp1-H397A::kanMX aps1Δ::hygMX ssu72-C13S::natMX</i>
BS54	<i>h- spx1Δ::kanMX</i>
BS400	<i>h+ asp1-H397A::natMX spx1Δ::kanMX aps1Δ::hygMX</i>
BS828	<i>h- aps1Δ::hygMX spx1Δ::kanMX siw14Δ::natMX</i>
AGP237	<i>h- tgp1Δ::ura4⁺</i>
BS957	<i>h+ tgp1Δ::ura4⁺ aps1Δ::hygMX</i>
BS958	<i>h+ tgp1Δ::ura4⁺ siw14Δ::hygMX</i>
BS971	<i>h+ tgp1Δ::ura4⁺ aps1Δ::kanMX siw14Δ::hygMX</i>
BS1011	<i>h+ asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ [Hat]</i>
BS1452	<i>h+ siw14Δ::hygMX asp1-H397A::natMX aps1Δ::kanMX spx1Δ::ura4MX</i>
BS1454	<i>h- asp1-H397A::natMX aps1Δ::hygMX spx1-Y26A-K30A-K34A::kanMX</i>
BS1456	<i>h- asp1-H397A::natMX aps1Δ::hygMX spx1-C374A-C377A::kanMX</i>
BS1402	<i>h- asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ nab2-R192L kcs1-Q739K [Hat-S1]</i>
BS1403	<i>h+ asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ kcs1-Q739K [Hat-S2]</i>
BS1404	<i>h- asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ kcs1-R738T [Hat-S3]</i>
BS1405	<i>h+ asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ spx1-F393V [Hat-S4]</i>
BS1406	<i>h- asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ kcs1-G765R [Hat-S5]</i>
BS1407	<i>h+ asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ kcs1-Q739K [Hat-S6]</i>
BS1408	<i>h- asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ spx1-(298fs) [Hat-S7]</i>
BS1409	<i>h+ asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ swd22-S125R [Hat-S8]</i>
BS1505	<i>h+ siw14Δ::kanMX aps1Δ::hygMX asp1Δ::kanMX</i>
BS1509	<i>h+ siw14-C189S::hygMX aps1-E89A-E93A::kanMX spx1Δ::ura4MX</i>
BS1511	<i>h+ siw14-C189S::hygMX aps1-E89A-E93A::kanMX tgp1Δ::ura4⁺</i>
BS1513	<i>h+ asp1-H397A::natMX siw14-C189S::hygMX aps1-E89A-E93A::kanMX spx1Δ::ura4MX</i>
ASY236	<i>h- nab2Δ::kanMX</i>
JTB1047	<i>h+ asp1-H397A::natMX aps1Δ::hygMX tgp1Δ::ura4⁺ nab2Δ::kanMX</i>

The strains are *leu1-32 ura4-D18 his3-D1* and either *ade6-m216* or *ade6-m210*. Mating types were determined by mixing cells with each of the parental *h+* and *h-* strains on malt agar and observing tetrads after 24-48 h of incubation. Abbreviations of the strain names used in the text and figures text are provided in [ ] brackets.

How the deposited data were processed for this re-analysis (not part of the article)

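RNA-seq libraries of 3 wild-type cultures and 3 *asp1-H397A aps1*∆ *siw14*∆ *spx1*∆ cultures of fission yeast were used, each mapped to its strain and replicate from the submitters' labels. The authors deposited whole-number counts per gene, which had not been normalized, made by mapping with HISAT2 version 2.1.0 to the ASM294v2 build, converting with SAMtools, and counting over exons with HTSeq version 0.10.0 (the submitters' processing notes and the methods). The strand setting of the counting is not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart. The authors also deposited a table of their DESeq2 comparison, with log2 fold changes, p-values, and a score-like test statistic for each of 6988 genes, and average normalized values (a signal made by dividing counts by size factors) of each strain. In that table, 741 adjusted p-values are NA and were left as NA. Of 4961 genes for which the mean of both strains' averages in the authors' deposited table is at least 100, 1404 have a baseMean over 1.5 times away from that mean. Outside these, *mug14* has a baseMean of 6589 against averages of 86.72 and 19.08. A baseMean is the mean over all libraries of a DESeq2 fit, so these values argue against a fit of the 6 libraries alone. Which other libraries entered the authors' fit is not given in the sources used here.

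Total counts were 16593476 to 21436751 (median 19863620) per wild-type library and 20305111 to 22690741 (median 22393288) per mutant library. Counts were simulated with the same library sizes, with each gene drawn independently and changes given only to genes with expected counts above the minimum. Of 67 genes changed by 2-fold, 65 reached an adjusted p of at most 0.05 by edgeR and 28 were called with the fold threshold of 2. Of 67 genes changed by 3-fold all 67 were called, and of 66 changed by 4-fold all 66. None of 5783 unchanged genes was called and 7 of them had an adjusted p of at most 0.05. In a test on simulated lists, 0 of 50 random lists passed. That result cannot show how often the list test passes by error in the real libraries. There, splits other than by strain passed 2 to 11 lists with the preset correlation of camera.

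Of 6988 features, 6836 were paired and 152 were not paired with the ASM294v3 annotation by systematic ID, which was used for names, biotypes, neighbours, exon lengths, and the class of genes near chromosome ends; no coordinates are given because the authors' build is ASM294v2. Features were called coding by systematic ID, so that 32 pseudogenes count as coding, as in Table S1. Genes with a copy of at least 95% identity over at least 50% of their length were found with blastn version 2.17.0. From the gene lists, 5 genes (*efn1*, *vtc1*, *xpr1*, *fui1*, and *fur1*) were not paired with an ID and were not analysed here.

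Counts were filtered with filterByExpr, scaled by TMM, and tested with glmQLFit and glmQLFTest of edgeR version 4.0.16 (R version 4.3.3), with Benjamini-Hochberg adjustment over the 5947 genes kept, 4961 coding and 986 noncoding. Calls needed an adjusted p of at most 0.05, an absolute log2 fold change of at least 1, and a mean normalized count of at least 100 in the mutant for a rise and in the wild-type for a fall. A normalized count is the count divided by the library's effective size relative to the mean effective size, a scale about 1.2 times that of the authors' averages, and the standard error is the log2 fold change divided by the square root of F. Gene lists with at least 3 measured members were tested with camera of limma version 3.58.1 at a preset inter-gene correlation of 0.01, with an estimated correlation and with fry as alternatives, and adjusted over the 21 lists. The share of lower genes near chromosome ends was tested with Fisher's exact test, two-sided. The smallest two-sided p of an exact permutation test of 3 libraries against 3 is 0.1.

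The rule for which genes to name was fixed before the data were examined: the phosphate-regulated genes of the paper, the altered genes and the marker, the 10 coding genes with the largest rise and the 10 with the largest fall among those called and separated in every library, up to 4 members of each list with the smallest p-values, and the 3 noncoding genes with the largest rise and the 3 with the largest fall. Table S1 had been read by then. Outside this rule, *map3*, *mam3*, *mfm3*, and *sxa2* were named for a test set before the data were examined. *fur4*, *mug14*, *rtc3*, *prt2*, *nc-pho1*, and *nc-tgp1* were chosen after their values were seen. The alternatives were RLE size factors of edgeR or library totals for TMM, and no low-count filter or at least 10 counts in every library. Others were DESeq2 version 1.42.0, limma-voom, the replicate number as a block, protein-coding genes alone, glmTreat, no minimum mean count, and leaving out each library (for the calls and lists). Added after seeing the data were counts without *aps1*, *siw14*, *spx1*, and *ura4*, counts of genes annotated as protein-coding in ASM294v3, coding counts with the minimum of 100 on the authors' averages, the chromosome-end test without genes that have a near-identical copy, and the replicate correlation leaving out each library. Tables were made with Python version 3.11.15.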

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

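The tests of near-identical copies and of the gene lists under other splits were chosen only after the calls and list results had been seen, though before their own values were computed; the other tests were set before the data were examined but after Table S1 had been read. From its RNA-seq data the paper lists protein-coding transcripts; it gives from them no values for noncoding transcripts or histone genes and no count by position on the chromosomes, where the signals given here lie.

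Of 41 protein-coding genes within 100 kb of an end of chromosome I or II (ASM294v3) with a mean count of at least 100 in wild-type cells, 17 were lower in the mutant, against 57 of 4700 elsewhere (odds ratio 57.3, 95% interval 27.4 to 118, Fisher's exact test, p = 3.13e-21). The odds ratio was 23.7 within 200 kb and 0 within 50 kb, where only 2 genes were left; neighbouring genes are not independent, and the 17 are all in Table S1, which had been read before the test was set. The values argue against a lost chromosome end as the cause of these falls, since the lowest share of its wild-type level that any of the 17 kept was 10.4%; SPAC869.04, below the count minimum, had 56.7 ± 13.1 normalized counts in wild-type cells and 0.95 ± 0.06 in the mutant, while its neighbour *sul2*, a sulfate transporter gene, kept 36.5%. They argue against reads shared between near-identical copies as well, since 100% of the 17 lack such a copy and the odds ratio was 76 without genes that have one. The genotype of the mutant stays open as a biological explanation, which was not tested.

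Of 986 noncoding genes, 7 were higher and 27 lower in the mutant by edgeR's quasi-likelihood test with a mean normalized count of at least 100, and 18 and 75 with no minimum. SPNCRNA.1144, which overlaps *asp1* in the annotation, had 16.4 ± 7.55 normalized counts in wild-type cells and 2533 ± 21.7 in the mutant, where *asp1-H397A* carries the natMX marker (log2 fold change 7.23, standard error 0.22). SPNCRNA.935 fell from 7933 ± 430.4 to 353.5 ± 30.0 (log2 fold change −4.49, standard error 0.11). SPNCRNA.934, which overlaps it on the opposite strand, rose from 140.6 ± 7.95 to 712 ± 31.9 (log2 fold change 2.34, standard error 0.15), and the counting cannot be said to have used the strand. Over the histone genes, the median log2 fold change was −0.60, with 0 of 9 past the 2-fold threshold by edgeR, DESeq2, or limma-voom, 8 of 9 at an unadjusted p under 0.05, and 7 of 9 at an adjusted p of at most 0.05 by edgeR (camera, adjusted p = 7.82e-07; adjusted p = 0.267 with an estimated correlation).

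The split of the 6 libraries by strain gave 90 protein-coding and 34 noncoding calls, against at most 0 of either by edgeR in the other splits into groups of 3. Each other split mixes both strains in each group, which adds the strain difference to the spread within groups. Counts of 0 there therefore do not measure how often calls arise by error. The split by strain gave 12 gene lists against at most 11 with the preset correlation of camera, and 3 against at most 0 with an estimated correlation. Among the 12 are the lists of inositol polyphosphate enzymes and of strain markers, whose called genes are the deleted genes and *ura4*. The 3 are uracil salvage, sexual differentiation, and genes near chromosome ends, all set after Table S1 had been read. These counts are therefore not independent support. The real split is 1 of 10, so a share of splits under 0.05 cannot be reached.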

How the results depend on the processing

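Across 19 alternatives, some chosen after seeing the data, 5 to 19 protein-coding genes were higher and 33 to 104 lower; glmTreat gave the lowest counts, 5 and 33, since it tests against a 2-fold change. Leaving out 1 library gave 12 to 19 and 72 to 85. Without a minimum mean count, 18 noncoding genes were higher and 75 lower, because weakly expressed genes then count; leaving out 1 library gave 6 to 8 and 26 to 30. No phosphate-regulated gene passed in any of 14 alternatives. Gene lists past the threshold numbered 3 with an estimated correlation and 9 to 16 when 1 library was left out. The chromosome-end odds ratio was 0 within 50 kb, where only 2 genes were left, 23.7 within 200 kb, and 51.9 with DESeq2 calls. The lowest replicate correlation was 0.9888 to 0.9936 when 1 library was left out (chosen after seeing the data), 0.9936 without wild-type replicate 1 or 3, which removes the least alike pair. With the replicate number as a block, 15 and 75 coding and 7 and 26 noncoding genes were called; same-numbered libraries did not deviate together (r = −0.03, −0.03, and −0.05), and none correlated best with its own number, so the numbers do not pair the samples. Log2 fold changes that changed sign when 1 library was left out ran from −0.19 to 0.11 for *csk1*, −0.25 to 0.01 for *his3*, −0.10 to 0.04 for *map4*, and −0.30 to 0.05 for *ecl3*. With 1 library left out, the adjusted p of the lists that changed direction ran from 0.465 to 0.96 for phosphate-regulated genes and from 0.0265 to 0.765 for ribosomal proteins. The cause of these reversals was not tested. Over all alternatives, 21 results of single lists lost their call and 13 gained one. In the alternatives run for single named genes, up to 14 for each, which do not include glmTreat, *gto2*, *ish1*, *ddr48*, *frp1*, and SPNCRNA.1319 lost their call at least once; glmTreat kept 5 of 15 higher and 33 of 75 lower coding calls. At these depths a change of 3-fold was called in 67 of 67 simulated genes with expected counts above the minimum. A change of 2-fold, which lies at the threshold itself, was called in 28 of 67.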

Differences from the paper's values

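The paper's Pearson coefficients for RPKM between biological replicates are 0.971 to 0.985; the values here are 0.9888 to 0.9986. On the scale of log2(CPM + 1), the alternative set before the data were examined, they are 0.9897 to 0.9988, which differs from the paper's values as well.

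The paper's counts of 13 upregulated and 71 downregulated transcripts compare with 15 and 75 here at the same numbers for the thresholds, with edgeR in place of DESeq2 and with normalized counts that are a median of 1.2 times the authors' averages in wild-type cells and 1.21 times in the mutant. With the minimum of 100 put on the authors' averages, an alternative chosen after seeing the values, 14 were higher and 74 lower, *mug14* and SPBC557.05 were no longer called, and the number of Table S1 transcripts called stayed at 83 of 84. Called here and not in Table S1 are the altered genes *aps1*, *siw14*, *spx1*, and *ura4* and the genes *frp1* (log2 fold change −1.14), *mug14* (−2.17), and SPBC557.05 (1.36). In the authors' deposited table, *frp1* has an adjusted p of 0.126, *mug14* a wild-type average of 86.7 (104.3 here), and SPBC557.05 a mutant average of 91.3 (110.7 here). *rtc3*, listed as downregulated in Table S1 (the paper's log2 fold change is −1.01), had a log2 fold change of −0.98 and was not called. It was called with protein-coding genes alone (−1.03) and without wild-type replicate 1 (−1.14), wild-type replicate 2 (−1.13), or mutant replicate 1 (−1.15). At the paper's thresholds, 14 coding genes are higher and 73 lower in the authors' deposited table, which are the Table S1 genes and 3 others, *aps1*, *spx1*, and *ura4*. Table S1 leaves out *ura4* and the deleted genes, which most settings here count, so their counts are not on the paper's basis. With these genes counted, 13 higher transcripts were reached with library totals, with protein-coding genes alone, and without mutant replicate 2. No such setting gave 71 lower transcripts. DESeq2 on the 6 libraries gave 16 higher and 74 lower, again with these genes counted. Without *aps1*, *siw14*, *spx1*, and *ura4*, the main setting gave 14 higher and 72 lower.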

Other observations

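Several gene groups showed small shifts or none in the mutant. Of 22 genes of 3′ processing and termination, 0 passed the 2-fold threshold by edgeR, DESeq2, or limma-voom, and 8 had an unadjusted p under 0.05 by edgeR. *seb1*, a termination factor, had 2742 ± 100.5 normalized counts in wild-type cells and 4495 ± 142.4 in the mutant. Its log2 fold change was 0.71 (standard error 0.09, adjusted p = 0.000314 from edgeR's quasi-likelihood test). The list had an adjusted p of 0.0545 by camera and of 0.189 with an estimated correlation. It passed by camera without wild-type replicate 1 (0.0472), wild-type replicate 2 (0.0477), or mutant replicate 3 (0.0353). It also passed with no low-count filter (0.0373), with the replicate number as a block (0.049), and by fry (0.0137). Of 9 iron uptake genes, 1 was lower, the ferric reductase gene *frp1* (camera, adjusted p = 0.0133; adjusted p = 0.498 with an estimated correlation), which lost its call without mutant replicate 1 (log2 fold change −0.86). That list did not pass without wild-type replicate 3 (0.0892) or mutant replicate 1 (0.0675), with at least 10 counts in every library (0.0628), or by fry (0.163). By edgeR, DESeq2, and limma-voom, 0 genes passed the threshold in each of the next 5 lists. Of 131 ribosomal protein genes, 31 had an unadjusted p under 0.05 by edgeR, and the median log2 fold change was −0.06 (camera, adjusted p = 0.289; 0.0265 without wild-type replicate 1 and 0.026 with protein-coding genes alone). Among 16 heterochromatin and telomere factors 2 had an unadjusted p under 0.05, with a median of 0.16 (adjusted p = 0.0869; 0.0318 without wild-type replicate 1). The others were 5 thiamine-repressed genes (2 at an unadjusted p under 0.05, median 0.07, adjusted p = 0.353), 5 pyrimidine synthesis genes (3 at an unadjusted p under 0.05, median 0.15, adjusted p = 0.227), and 4 other phosphate handling genes (0 at an unadjusted p under 0.05, median 0.08, adjusted p = 0.434). The pyrimidine synthesis list leaves out *ura4*. The 4 phosphate-regulated genes had an adjusted p of 0.747 as a list. Of 8 genes of inositol polyphosphate enzymes and Spx1, the 3 lower ones were the deleted genes (camera, adjusted p = 0.00428; adjusted p = 0.112 with an estimated correlation), and of 4 strain marker genes only *ura4* passed (adjusted p = 0.00428; adjusted p = 0.186 with an estimated correlation; 0.284 with at least 10 counts in every library, which leaves *ura4* out). Among the 69 measured genes within 100 kb of an end of chromosome I or II, 17 were lower and 2 were higher, *gdt1* and *tlh2* (camera, adjusted p = 2.84e-13; adjusted p = 0.0119 with an estimated correlation).

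Long noncoding RNAs next to the phosphate-regulated genes were chosen after their values were seen. *prt2*, which overlaps *pho84* on the same strand in the annotation, had 283.2 ± 15.4 normalized counts in wild-type cells and 546.2 ± 38.5 in the mutant (log2 fold change 0.95, standard error 0.15, adjusted p = 0.00161 from edgeR's quasi-likelihood test). *nc-pho1* had a log2 fold change of 0.56 (adjusted p = 0.183) and *nc-tgp1* of −0.05 (adjusted p = 0.869). Among noncoding genes, *omt3* had a log2 fold change of −2.73 and SPNCRNA.577 of −3.72, and SPNCRNA.1319, which overlaps *ght4* on the opposite strand, of 1.73, a call lost without mutant replicate 2 (1.65).

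The tests of explanations given below were set before the data were examined, after Table S1 had been read. A candidate explanation for the fall of uracil salvage genes is the *ura4* marker. All strains of the study carry *ura4-D18*, *ura4* was at 0 in wild-type libraries, and the mean was 8594 normalized counts in the mutant, whose *spx1* deletion carries *ura4*. The marker is part of the genotype, so its effect and that of the other mutations cannot be told apart.

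For the fall of M-type mating genes, mutant libraries of the other mating type were tested by *map2* and *map3*. Neither rose, and the larger of their log2 fold changes was −0.02. The transcription factor genes *ste11* (−1.60) and *map1* (−1.95) fell as well. A fall of these factors could keep *map2* and *map3* from rising in either mating type, so this part of the test cannot decide. The explanation also called for all M-type genes near the floor in the mutant, which was not seen. Mean normalized counts there were 1333 for *mam1*, 1188 for *mam3*, 792.5 for *mfm2*, 274.9 for *sxa2*, 89.2 for *mam2*, 12.9 for *mfm3*, and 8.90 for *mfm1*. Wild-type cells, labelled *h-*, had counts of P-type genes too (*map4*, 811.1), so such levels do not settle the mating type. A difference in growth phase or stress between the cultures may bear on the fall of nitrogen compound and mating genes, and was not decided: the median log2 fold change of the 16 core stress genes was −0.11 with quartiles of −0.54 and 0.12, so that its members went both ways. The genotype stays open as a biological explanation and was not tested apart from these.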
